# Genome-wide profiling of histone H3 lysine 27 and lysine 4 trimethylation in multiple myeloma reveals the importance of Polycomb gene targeting and highlights EZH2 as a potential therapeutic target

**DOI:** 10.18632/oncotarget.6843

**Published:** 2016-01-07

**Authors:** Prasoon Agarwal, Mohammad Alzrigat, Alba Atienza Párraga, Stefan Enroth, Umashankar Singh, Johanna Ungerstedt, Anders Österborg, Peter J. Brown, Anqi Ma, Jian Jin, Kenneth Nilsson, Fredrik Öberg, Antonia Kalushkova, Helena Jernberg-Wiklund

**Keywords:** multiple myeloma, Polycomb, EZH2, H3K27me3, UNC1999

## Abstract

Multiple myeloma (MM) is a malignancy of the antibody-producing plasma cells. MM is a highly heterogeneous disease, which has hampered the identification of a common underlying mechanism for disease establishment as well as the development of targeted therapy. Here we present the first genome-wide profiling of histone H3 lysine 27 and lysine 4 trimethylation in MM patient samples, defining a common set of active H3K4me3-enriched genes and silent genes marked by H3K27me3 (H3K27me3 alone or bivalent) unique to primary MM cells, when compared to normal bone marrow plasma cells. Using this epigenome profile, we found increased silencing of H3K27me3 targets in MM patients at advanced stages of the disease, and the expression pattern of H3K27me3-marked genes correlated with poor patient survival. We also demonstrated that pharmacological inhibition of EZH2 had anti-myeloma effects in both MM cell lines and CD138+ MM patient cells. In addition, EZH2 inhibition decreased the global H3K27 methylation and induced apoptosis. Taken together, these data suggest an important role for the Polycomb repressive complex 2 (PRC2) in MM, and highlights the PRC2 component EZH2 as a potential therapeutic target in MM.

## INTRODUCTION

Multiple myeloma (MM) is a plasma cell tumor localized to the bone marrow. The disease is further characterized by lytic bone lesions and immunodeficiency associated with monoclonal protein in the blood and/or urine [1, 2]. The myeloma cell resembles a post-germinal center, isotype-switched, long-living plasma cell with retained proliferation potential [3]. According to the current view, MM is a genetically complex and heterogeneous disease characterized by the accumulation of several genetic lesions, such as numeric and structural chromosomal aberrations, and gene mutations in different pathways [2]. Recent sequencing projects indicate the absence of common underlying genetic events as drivers of MM pathogenesis and underline the large intra- and interpatient heterogeneity that may limit the clinical benefits of targeted therapy [4–8].

In addition to genetic abnormalities, recent studies have shown that deregulation of epigenetic mechanisms could play an essential role in MM development [9]. The t(4;14) translocation affects 15% of patients and is considered a marker of poor prognosis in MM [10]. The t(4;14) translocation highlights the importance of epigenetic modulators in MM, as the multiple myeloma SET domain (MMSET) is known to establish dimethylation of histone H3 at lysine 36 (H3K36me2) [11]. Recently, the overexpression of MMSET in MM has been shown to alter the global chromatin landscape i.e. increased H3K36me2 and redistribution of H3K27me3 [12, 13]. Additionally, in a proportion of primary MM and MM cell lines lacking t(4;14) a recurrent mutation in the H3K27 demethylase KDM6A (also known as UTX) has been reported [14], further highlighting an emerging role of chromatin modifiers in MM. In these cases, however, epigenetic deregulation has so far only been observed in a subpopulation of patients. When focusing on the common underexpressed genes in MM plasma cells as compared with the normal counterpart we have previously identified a set of genes targeted by the Polycomb repressive complex 2 (PRC2) [15]. PRC2 is a transcriptional repressor with an important role during development and differentiation [16]. Its catalytic subunits, enhancer of zeste homologue 2 (EZH2) or the related EZH1, trimethylate lysine 27 on histone H3 which is associated with gene silencing and monoubiquitination of histone H2A [17] and/or DNA-methylation [18, 19]. Pathologic activation of EZH2 by genetic alterations has been documented in various cancers, including hematological tumors, making EZH2 a potential therapeutic target [20, 21]. In MM, EZH2 has previously been suggested to have oncogenic properties based on its overexpression and correlation of histone methyltransferase activity to tumor formation *in vivo* [22].

In this study, the aim was to investigate the genome-wide distribution of H3K27me3 and H3K4me3 in MM and to test whether pharmacological inhibition of the methyltransferase activity of EZH2 would demonstrate anti-myeloma potential. Using ChIP-sequencing, we define MM-unique Polycomb (H3K27me3 alone and bivalent) target genes when compared with targets of this complex defined in normal bone marrow plasma cells. We show that the MM-unique H3K27me3-enriched genes significantly overlap with underexpressed genes in MM patients in ISS stage III, as compared with stage I and II, and in patients with poor survival in independent clinical MM studies. We further illustrate that two selective small chemical EZH2 inhibitors, UNC1999 and GSK343, reduced the survival of MM cell lines and primary cells. EZH2 inhibition decreased H3K27 methylation marks, induced apoptosis and inhibited colony formation in MM cell lines. These data strengthen our previous hypothesis on Polycomb involvement in MM and highlight EZH2 as a promising therapeutic target in MM.

## RESULTS

### Chromatin profiles and transcriptional states in MM patient samples

Using an integrative genomic approach, we recently provided proof-of-principle that gene silencing associated with H3K27me3 was increased in malignant MM cells compared to their normal counterparts [15]. We therefore hypothesized that Polycomb gene targeting may contribute to MM tumorigenesis. In this study, we sought to investigate the genome-wide distribution of H3K27me3 and H3K4me3 marks in MM by performing ChIP-sequencing on freshly isolated CD138^+^-sorted cells from four newly diagnosed MM patients (Figure S1 and Table S1). At time of sampling, characterization by FISH analysis was not part of clinical routine at the sample collection center, thus MM patient stratification other than according to the international staging system (ISS) was not available. Subsequent FISH analysis was performed on patient whole bone marrow smear samples collected at diagnosis but did not produce a positive signal for the most common chromosomal abnormalities observed in MM including t(4;14), t(11;14), t(14;16), t(8;14) and +8 (data not shown).

We then generated enriched regions with H3K27me3, H3K4me3, or with both marks present (bivalent) for the four MM patient samples (Figure 1A-1C). Based on the selection criteria of mark enrichment we compiled lists of 1205 targets of H3K27me3 common among the four patients, 5269 common genes enriched for H3K4me3, and 281 common bivalent genes (Table S5). The corresponding number of peaks assigned for each chromatin profile in each patient and their contribution to the common lists are outlined in Table S6.

**Figure 1:**
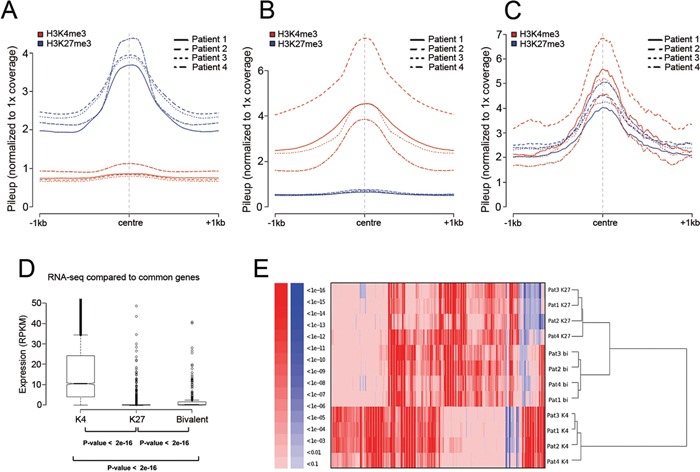
The chromatin profile and transcriptional activity of MM **A-C.** Normalized pileup signals after peak calling plotted along the center of the peaks for all the four patients. Blue color represents H3K27me3 and red represents H3K4me3 in all panels. X-axis presents 1000 bp up- and downstream from the center of the peak. Y-axis presents raw reads normalized to genome coverage of 1X. **A.** Regions enriched for H3K27me3 and lacking H3K4me3. **B.** Regions enriched for H3K4me3 and lacking H3K27me3. **C.** Regions with presence of both H3K27me3 and H3K4me3. **D.** Correlation between presence of the chromatin marks H3K27me3 and H3K4me3 defined by ChIP-sequencing and gene expression defined by RNA-sequencing. Genes in each enriched category after ChIP-seq were plotted against RPKM values representing gene expression (Y-axis) from RNA-seq. P-values were calculated using Mann-Whitney test (p <10e-16). **E.** Hierarchical clustering of gene ontology (GO) categories of biological processes for the genes defined as enriched for H3K27me3 (K27), H3K4me3 (K4) or bivalent genes enriched for both (bi) as defined for each patient by ChIP-seq. Clustering was performed on P-values of over-(red) and under-(blue) represented GO categories.

To correlate the presence of a defined chromatin mark to transcriptional activity we compared the enrichment for each chromatin mark among all patients to data obtained by RNA-sequencing from CD138^+^ cells derived from patient 3 (Figure 1D). H3K27me3 commonly marks silenced genes [23, 24] while H3K4me3 is a hallmark of actively transcribed genes [25]. We found both H3K27me3 and bivalent genes to have significantly lower expression than H3K4me3 targets. Bivalent genes showed significantly higher expression when compared with H3K27me3 targets. To gain a deeper knowledge of the genes defined by each chromatin mark and how they functionally relate to each other, we performed hierarchical clustering based on functional annotation of the genes as defined for each patient (Figure 1E). Notably, the bivalent genes shared a similar profile with genes enriched for H3K27me3 alone forming one cluster with similar functional groups, while the H3K4me3-marked genes formed a separate cluster.

### The MM-unique H3K27me3-enriched genes overlap with previously defined Polycomb targets and underexpressed genes in large independent MM cohort studies

To further investigate the H3K27me3-enriched genes in malignant MM cells, we included normal plasma cell samples derived from bone marrow of two age-matched healthy donors. Firstly, we performed ChIP-sequencing for H3K27me3 and H3K4me3 in the normal plasma cells and, by using the generated enrichment as background to the MM patient samples, we defined 2551 H3K27me3-enriched genes that were common to all MM patients used in this study and unique to MM when compared to normal bone marrow plasma cells. Secondly, we intersected these 2551 genes with the MM 1205 H3K27me3 targets defined in the first results section when patient data was analyzed alone to obtain a more stringent list of 1124 H3K27me3-enriched genes common to all patients and unique to MM when compared with normal bone marrow plasma cells (Figure 2A). Thirdly, to exclude the possibility that bivalent genes were present within the list of 1124 H3K27me3 targets, the bivalent genes defined for each patient were removed from this list. This resulted in 374 genes enriched for H3K27me3 only, which are common and unique to MM patients (Table S7). Subsequently, we examined the 374 H3K27me3 targets in MM for overlaps with previously-defined concepts in the Oncomine database [26], and found significant association to previously-defined Polycomb targets in human embryonic fibroblasts [27] and in human embryonic stem cells [28] (Table 1).

**Figure 2:**
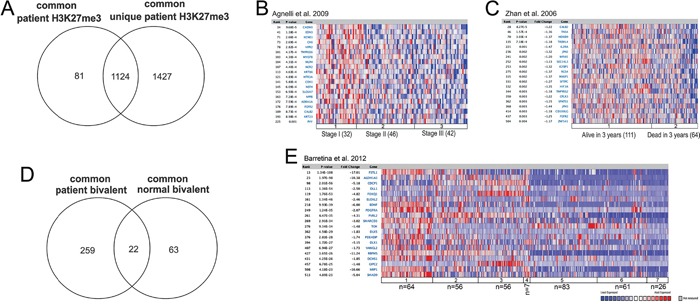
The MM H3K27me3 and bivalent genes overlap with previously defined Polycomb targets and gene repression in MM patients **A.** Defining the MM myeloma common and unique H3K27me3. The 1205 MM H3K27me3 targets common among the 4 patients were intersected with the 2551 MM unique H3K27me3 targets defined when using H3K27me3 enrichment in normal plasma cells as a background to identify 1124 common and unique MM H3K27me3 targets. Intersection was generated by using Venny 2.0.2. [67] **B-C.** Heatmap representation from gene expression studies identified through Oncomine including genes overlapping with the common and unique H3K27me3 targets as identified in this study. **B.** H3K27me3 targets are more silenced in MM ISS stage III, as compared with ISS stage I and II (Agnelli et al. 2009) and **C.** H3K27me3 targets are more silenced in MM patients presenting with poor survival (Zhan et al. 2006). **D.** Identification of 259 MM unique bivalent genes when compared to bivalent genes in normal bone marrow plasma cells. Intersection was generated by using Venny 2.0.2. [67] **E.** Heatmap representation of gene expression derived through Oncomine of the MM common and unique bivalent genes; gene expression in MM cell lines as compared with other cancer cell lines: 1- Brain and CNS Cancer (n=64), 2- Breast Cancer (n=56), 3- Colorectal Cancer (n=56), 4- Prostate Cancer (n=7), 5- Leukemia (n=83), 6- Lymphoma (n=61), 7- Myeloma (n=26).

**Table 1:** Oncomine literature defined concepts for MM common and unique H3K27me3 targets

Literature defined concepts for MM H3K27me3 targets	P-value	Odds ratio	Overlap size	Q-value
Tri-methylated H3K27 target genes in human embryonic fibroblasts (Bracken et al. 2006)	1.60E-121	17.3	177	1.57E-116
CBX8 target genes in human embryonic fibroblasts (Bracken et al. 2006)	3.35E-61	8.6	127	1.65E-56
SUZ12 target genes in human embryonic fibroblasts (Bracken et al. 2006)	3.05E-47	10.9	77	9.98E-43
Tri-methylated H3K27 target genes in human embryonic stem cells (Lee et al. 2006)	3.05E-23	6.4	52	4.99E-19
SUZ12 target genes in human embryonic stem cells (Lee et al. 2006)	3.47E-22	6.5	49	4.86E-18
Polycomb Group target genes in human embryonic stem cells (Lee et al. 2006)	2.83E-15	6.5	32	2.53E-11
EED target genes in human embryonic fibroblasts (Bracken et al. 2006)	1.45E-13	4.7	38	8.88E-10

Odds ratio: represents how strongly the MM common and unique H3K27me3 targets belong to the corresponding data in Oncomine; Overlap size: represents the intersection of MM data generated in this study and the corresponding data in Oncomine; Q-value: represents the corrected p-value.

Furthermore, we compared the MM-unique H3K27me3-enriched genes to expression data from large and independent MM patient cohorts available through Oncomine. We found that the H3K27me3-enriched genes in MM significantly overlapped with underexpressed genes in ISS stage III as compared with ISS stage I and II [29] (Figure 2B and Table 2). In addition, the H3K27me3 genes were significantly enriched among underexpressed genes in plasma cell leukemia (PCL), representative of disseminated tumor at advanced stages of the MM disease, when compared to MGUS and MM together [29]. Notably, H3K27me3-enriched genes in MM significantly overlapped with genes underexpressed in MM patients with poor survival [30, 31] (Figure 2C and Table 2).

**Table 2:** Multiple myeloma studies correlating with the common and unique H3K27me3 targets

Myeloma studies correlating with H3K27me3 targets	P-value	Odds ratio	Overlap size	Q-value
Top 10% under-expressed in MM stage III vs I and II (Agnelli et al. 2009)	1.93E-12	3.4	57	9.45E-09
Top 10% over-expressed MGUS vs MM and PCL (Agnelli et al. 2009)	1.93E-12	3.4	57	9.95E-09
Top 10% under-expressed dead vs alive at 3 years (Zhan et al. 2006)	4.00E-09	2.4	67	6.33E-06
Top 10% under-expressed dead vs alive at 1 year (Mulligan et al. 2007)	1.74E-08	2.8	49	2.36E-05
Top 10% under-expressed in MM vs MGUS (Zhan et al. 2002)	2.61E-07	3.4	30	2.10E-04
Top 5% under-expressed in MGUS vs normal bone marrow (Zhan et al. 2007)	2.77E-07	2.7	39	2.16E-04
Top 10% under-expressed in PCL vs MM and MGUS (Agnelli et al. 2009)	2.19E-06	2.4	44	1.00E-03
Top 10% under-expressed in smoldering myeloma vs normal bone marrow (Zhan et al. 2007)	2.96E-06	2.1	59	1.00E-03

Odds ratio: represents how strongly the MM common and unique H3K27me3 targets belong to the corresponding data in Oncomine; Overlap size: represents the intersection of MM data generated in this study and the corresponding data in Oncomine; Q-value: represents the corrected p-value.

### Bivalent domains increase in MM as compared with normal plasma cells

The MM-common bivalent genes defined in this study were transcriptionally inactive and functionally resembled the H3K27me3 targets (Figure 1D and 1E). Interestingly, the number of bivalent genes increased in MM when compared with normal plasma cells, with a very small number of genes overlapping between these two entities (Figure 2D and Table S7). Similar to H3K27me3 targets, MM-unique bivalent genes were significantly enriched among previously-defined Polycomb targets in human embryonic fibroblasts [27] and human embryonic stem cells [28] (Table 3). However, in contrast to H3K27me3-enriched genes, bivalent genes further overlapped with genes found to be reactivated upon knockdown of Polycomb proteins [27] (Table 3). Furthermore, the MM-bivalent genes overlapped with genes underexpressed in MM cell lines when compared with other cancer cell lines of both solid and hematopoietic origin (Table 4, Figure 2E). Also, the MM-bivalent genes overlapped with the top 10% overexpressed genes in MM as compared with MGUS and PCL [32].

**Table 3:** Oncomine literature defined concepts for MM unique bivalent genes

Literature defined concepts for MM bivalent genes	P-value	Odds ratio	Overlap size	Q-value
Tri-methylated H3K27 target genes in human embryonic stem cells (Lee et al. 2006)	5.15E-74	21.9	88	5.05E-69
EED target genes in human embryonic fibroblasts (Bracken et al. 2006)	7.15E-72	21.9	85	3.51E-67
CBX8 target genes in human embryonic fibroblasts (Bracken et al. 2006)	3.82E-60	11.5	105	1.25E-55
SUZ12 target genes in human embryonic stem cells (Lee et al. 2006)	7.80E-56	17.4	72	1.91E-51
Polycomb Group target genes in human embryonic stem cells (Lee et al. 2006)	4.27E-48	20.3	56	8.38E-44
SUZ12 target genes in human embryonic fibroblasts (Bracken et al. 2006)	1.16E-42	13.3	62	1.90E-38
Tri-methylated H3K27 target genes in human embryonic fibroblasts (Bracken et al. 2006)	6.22E-38	8.1	79	8.72E-34
Activated upon Polycomb Group knockdown (Bracken et al. 2006)	2.78E-05	5.5	10	0.004

Odds ratio: represents how strongly the MM unique bivalent targets belong to the corresponding data in Oncomine; Overlap size: represents the intersection of MM data generated in this study and the corresponding data in Oncomine; Q-value: represents the corrected p-value.

**Table 4:** Multiple myeloma studies correlating with the bivalent targets

Myeloma studies correlating with bivalent genes	P-value	Odds ratio	Overlap size	Q-value
Top 10% under-expressed in MM cell line vs other cancer cell lines (Barretina et al. 2012)	7.04E-19	4.1	73	6.28E-15
Top 10% under-expressed in MM cell line vs other cancer cell lines (Wooster, unpublished GlaxoSmithKline)	7.04E-19	4.1	73	6.91E-15
Top 5% under-expressed in MM cell lines cell line vs other cancer cell lines (Garnett et al. 2012)	1.03E-11	4.7	34	2.51E-08
Top 10% over-expressed in MM vs MGUS and PCL (Chapman et al. 2011)	4.58E-06	2.2	47	9.48E-04

Odds ratio: represents how strongly the MM unique bivalent targets belong to the corresponding data in Oncomine; Overlap size: represents the intersection of MM data generated in this study and the corresponding data in Oncomine; Q-value: represents the corrected p-value.

### Pharmacological inhibition of EZH2 reduces viability, induces apoptosis and suppresses colony formation of MM cells *in vitro*

Based on the above, we hypothesized that Polycomb gene targeting may be of clinical relevance in MM. Thus, we further investigated whether inhibition of the EZH2 methyltransferase activity would demonstrate anti-myeloma effects *in vitro*. To explore this, we assessed the effect of the newly-developed specific EZH2 inhibitors UNC1999 [33] and GSK343 [34] on the viability of a panel of authenticated MM cell lines using the Alamar Blue assay. The human diffuse large B-cell lymphoma cell line Karpas-422, which harbors an EZH2 gain-of-function mutation (Y641N) and is sensitive to EZH2 inhibition [33, 35, 36], was used as a control. Ablation of EZH2 methyltransferase activity using both UNC1999 and GSK343 reduced the viability of MM cell lines in a dose- and time-dependent manner (Figure 3A and 3B and Figure S2). The viability of the MM cell line INA-6 was strongly suppressed by both inhibitors at a similar concentration range that has previously been demonstrated for Karpas-422 (Figure 3A and 3B). However, all MM cell lines included in this study harbored wild type EZH2 SET domain as identified by Sanger cDNA sequencing (data not shown).

**Figure 3:**
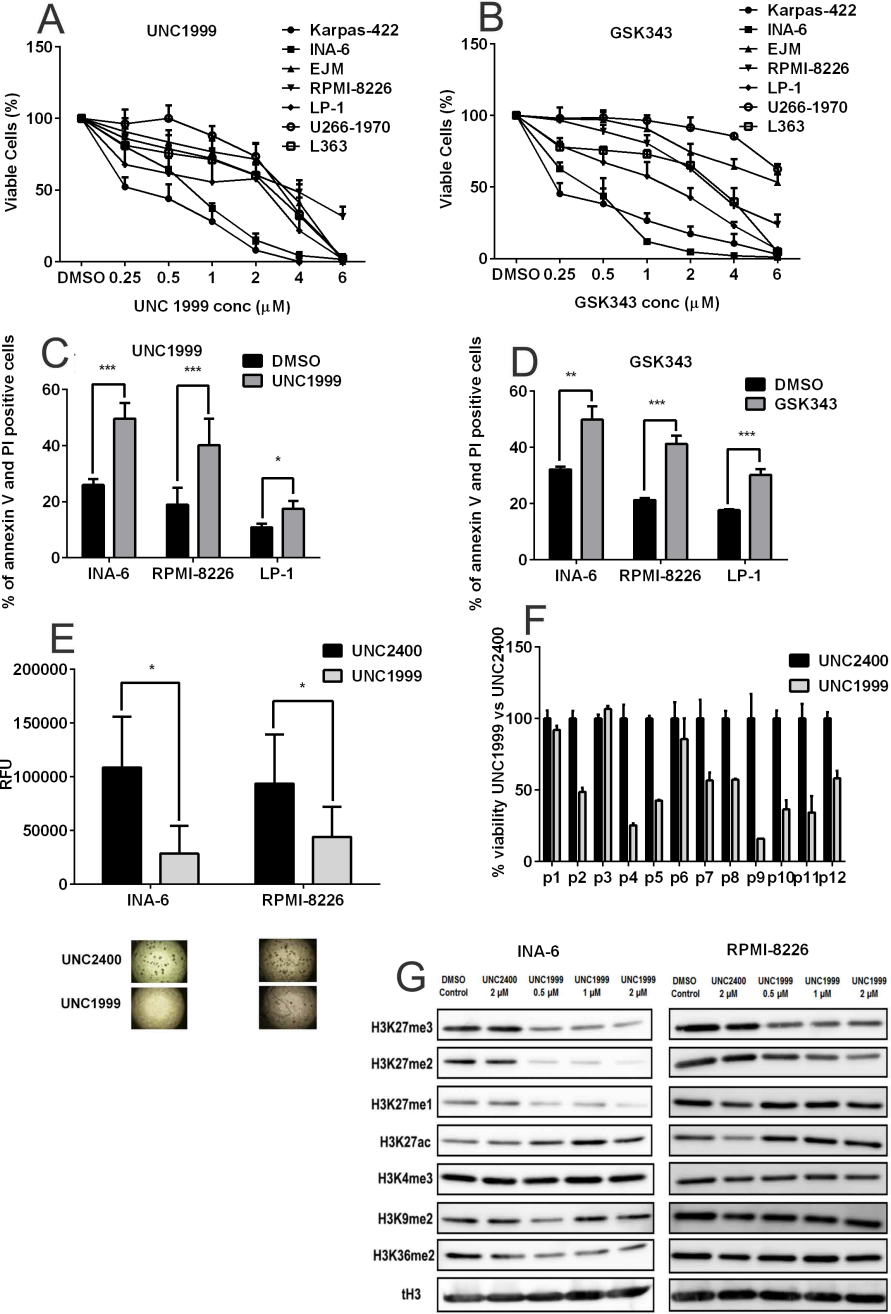
Pharmacological inhibition of EZH2 confers anti-myeloma effects **A.** UNC1999 and **B.** GSK343 reduced the viability of a panel of MM cell lines in a dose-dependent manner. Cells were treated with a range of concentrations and viability was analyzed at day 6 using the AlamarBlue assay. The Karpas-422 cell line was used as a control cell line. **C.** UNC1999 (2μM) and **D.** GSK343 (2μM) induced apoptosis in MM 72 hours posttreatment. DMSO was used as control treatment and apoptosis was measured by assessing percentage of Annexin V and PI positive cells using flow cytometry. **E.** Treatment with UNC1999 (2μM), but not with UNC2400, inhibited colony formation of the INA-6 and RPMI-8226 in methylcellulose media after 7 days. **F.** UNC1999 (4μM), but not UNC2400, reduced the viability of a majority of primary MM cells, as analyzed by the AlamarBlue assay at 72 hours posttreatment. **G.** Treatment with UNC1999 decreased H3K27me1, 2 and 3 methylation marks and led to an increase in H3K27ac mark in the INA-6 and RPMI-8226 cell lines. Other methylation marks remained unaffected. The MM cell lines were treated with a range of UNC1999 concentrations for 72 hours. DMSO and the inactive UNC2400 were used as controls. Total H3 is shown as loading control. The blots are representative of three independent biological experiments. All error bars represent standard deviation of at least three independent experiments except for (F) where error bars represent standard deviation of three technical replicates. P-values were calculated using two-tailed student t-test, p: *< 0.05; **<0.01; ***<0.001.

Next, we investigated whether EZH2 inhibition induces apoptosis, cell cycle arrest and reduces colony formation in MM cells. As a control treatment we used either DMSO or the chemically inactive form of UNC1999, UNC2400 [33], which was found not to affect cell viability (Figure S3A). UNC1999 and GSK343 reduced MM cell viability by induction of apoptosis. Treatment with UNC1999 increased the number of apoptotic cells from 25% to 50% in the INA-6 cell line, from 19% to 40% in the RPMI-8226 cell line and from 10% to 18% in the LP-1 cell line (Figure 3C), while cell cycle arrest was not observed (data not shown). Similar effects were observed when cells were treated with GSK343 (Figure 3D). Induction of apoptosis by UNC1999 was further supported by the cleavage of caspase-8, 9 and 3 (Figure S3B). Furthermore, UNC1999 significantly inhibited colony formation by the MM cell lines INA-6 and RPMI-8226 (Figure 3E). Moreover, we examined the effect of UNC1999 on primary CD138+ plasma cells purified from 12 newly-diagnosed MM patients (Figure 3F). Purified tumor samples from 9/12 patients responded to 72 hours treatment of 4 μM UNC1999 with 40% to 75% decrease in the number of viable CD138+ myeloma cells as compared with UNC2400 treatment.

### UNC1999 reduces the global levels of H3K27 methylation marks

UNC1999 is an orally bioavailable specific inhibitor of EZH2 and EZH1, the enzymatic subunits of the PRC2 complex that catalyze the formation of H3K27me3 [33]. Western blot analysis revealed that UNC1999, but not the inactive form UNC2400, reduced the global levels of H3K27 methylation marks in INA-6 and RPMI-8226 cell lines (Figure 3G). This downregulation in H3K27 methylation was accompanied by an increase in transcriptionally permissive H3K27 acetylation. Treatment with UNC1999 did not affect the global levels of H3K36me2, H3K4me3 and H3K9me2 marks (Figure 3G). Similar to UNC1999, GSK343 treatment led to downregulation of H3K27me3 levels in MM cell lines (Figure S4).

### EZH2 inhibition by UNC1999 induces pro-apoptotic gene expression and downregulates oncogenes in MM

To dissect the underlying molecular mechanisms for the UNC1999 induced anti-myeloma effect, we performed gene expression microarray analysis on the INA-6 cell line after treatment with 2 μM UNC1999 or UNC2400 for 72 hours. 

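INA-6 is an established human MM cell line that depends on IL-6. UNC1999 inhibits EZH2, the enzyme of PRC2 that methylates H3K27, and UNC2400 is its inactive analog, used as the control. Total RNA of 6 cultures was hybridized to Affymetrix HTA 2.0 arrays, with 3 biological replicates treated with 2 μM UNC1999 and 3 treated with 2 μM UNC2400. The paper gives 72 hours of treatment, while the sample labels describe a general culture protocol of 6 days with renewed medium at day 3; the paper's time is used here. The authors summarized the probes to transcript clusters with ExonRMA 16 and quantile normalized the arrays in GeneSpring 13, and the deposited log2 values of 67539 transcript clusters were used as they stand. The array medians lay between 5.36 and 5.42 on the log2 scale. Of the clusters, 23781 carried 1 gene symbol, 1543 carried several and 42215 carried none in the annotation used here, and only the first kind is named; where a gene had several clusters, the brightest one over the 6 arrays stands for it, which gave 22411 genes. No background or detection values were used here, so a low value cannot be told from background, and the number of arrays limits the precision. Each cluster was tested for UNC1999 against UNC2400 with limma's moderated test, two-sided and without further normalization, and p-values were adjusted by Benjamini-Hochberg. On simulated arrays with the measured spread, this fit recovered 78% of 100 clusters changed 1.5-fold and 97% of 100 changed 2-fold. The limit was an adjusted p under 0.05, and 3.85% of its calls were false. The simulated noise was independent between clusters and held no outlying array, so these shares need not hold for the real arrays. UNC2400 replicate 1 stood apart from the other arrays. It had the largest deviation from its group mean in 33.7% of clusters, followed by UNC1999 replicate 3 with 18.0%, and these arrays lay at opposite ends of the first principal component, at -29.2 and 22.5. The drug's targets did not pass the test at the RNA level. EZH2 differed by 0.11 on the log2 scale (standard error 0.05, adjusted p = 0.445) and EZH1 by 0.11 (standard error 0.09, adjusted p = 0.749).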

In order to investigate how well the corresponding gene expression pattern of INA-6 cells represented that of the MM patient cells used for the ChIP-seq analysis, we compared the expression data sets of UNC2400-treated INA-6 and patient RNA-seq. We divided the genes from both datasets into ten bins based on their expression levels with the first bin having the least expressed genes and the tenth bin having the most highly expressed genes. This showed that while the genes with moderate expression levels were randomly distributed across middle bins (fourth to seventh), there was selective enrichment of common genes in the bin pairs representing lowest (1246 genes in first bin pair) or highest (871 genes in the last bin pair) expression levels (Figure 4A, black line). We then analyzed if the H3K4me3 and H3K27me3 marks obtained from MM patients correlated with the silenced or highly-transcribed genes common to INA-6 and MM datasets. Overall, we observed significant correlation (p <0.0001) between the transcriptional activity and the presence of the chromatin marks. 

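In INA-6 treated with UNC2400, most targets of H3K27me3 lay at intermediate array signal, and few lay among the brightest genes. Of the 1205 H3K27me3 targets common to the MM patients in Table S5, 1076 were measured on the array. When the 22411 genes were divided into 10 bins by their mean log2 value over the 3 UNC2400 arrays, 24.2% of these targets fell in the fifth bin, 20.4% in the fourth and 18.1% in the sixth. The highest bin held 5 targets, or 0.465% (odds ratio 0.0398 against all other genes, Fisher's exact test, two-sided, p = 1.87e-42). The lowest bin held 27 targets, or 2.51% (odds ratio 0.222, Fisher's exact test, p = 1.88e-22). Signals in the lowest bin ran from 4.33 to 4.63 on the log2 scale and those in the fifth bin from 5.76 to 6.16. The patient RNA-seq that forms the other side of each bin pair was not analysed here. Probes of different genes differ in brightness, so a bin ranks genes only roughly. The median signal over the H3K27me3 targets with UNC2400 was 5.82. Lists of other cell types had similar medians, 5.53 for myeloid, 5.87 for T and NK, 5.89 for stromal and 5.84 for erythroid genes. An intermediate bin therefore does not show that a gene was expressed.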

The genes commonly silenced (first bin pair) and commonly highly-expressed (last bin pair) associated with H3K27me3 (blue line) and H3K4me3 (red line) marks respectively. The bivalent histone marks (green line) were enriched in the intermediate bin pairs with no selective depletion in highly expressed or silenced genes (Figure 4A).

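The bivalent targets spread over the intermediate bins of the UNC2400-treated INA-6 arrays and were sparse at both ends. Of the 281 targets in Table S5, 251 were measured. The fourth bin held 55 of them, or 21.9%, the fifth 15.1%, the sixth 13.9% and the third 13.5%. In the lowest bin lay 9 bivalent targets, or 3.59% (odds ratio 0.332, Fisher's exact test, two-sided, p = 0.000189), and in the highest bin 7, or 2.79% (odds ratio 0.256, p = 1.78e-05). Bins of this size hold 10% of all genes. The H3K4me3 list of the same table was available only in part and was not tested.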

**Figure 4:**
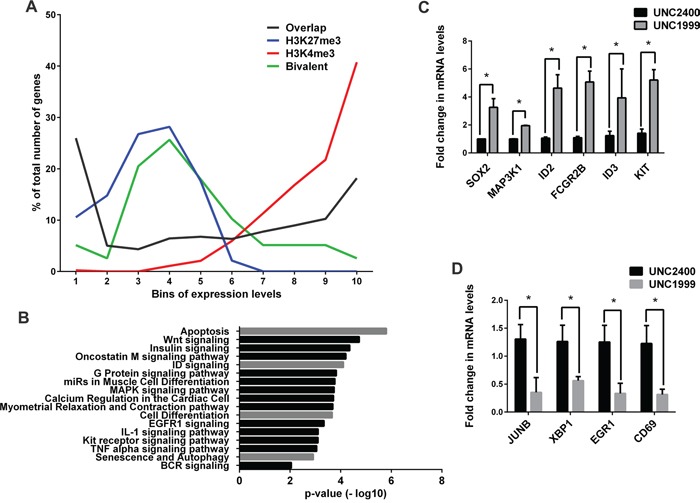
UNC1999 gene expression signature in MM **A.** A correlation between INA-6 RNA expression array control (DMSO) treatment, MM patient RNA-Seq and MM patient ChIP-Seq data sets. P-value was calculated using Chi-square test (p <0.0001). **B.** Biological pathways enriched among the UNC1999 upregulated gene signature. **C-D.** RT-qPCR validation of selected genes among the upregulated **C.** and downregulated **D.** transcripts. Error bars represent the standard deviation of the three independent biological experiments. P-values were calculated using two-tailed student t-test (p * < 0.05).

UNC1999 treatment of INA-6 significantly (p=0.02 and fold change of ≥ and ≤ 1.5) altered the expression of 114 transcripts when compared with UNC2400, of which 72 genes were upregulated and 42 genes were downregulated (Table S8). 

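The strongest rise among named genes was that of CCL2, the monocyte-attracting chemokine, whose signal rose from 6.31 to 8.65 on the log2 scale, a 5.07-fold change (log2 fold change 2.34, standard error 0.16, adjusted p = 0.00508). It was followed by DOCK10, with a log2 fold change of 1.65 (standard error 0.07, adjusted p = 0.00171). PLK2, a polo-like kinase, rose by 1.29, LAPTM5, a lysosomal protein of blood cells, by 1.21, ID3 by 1.16, CYRIA by 1.14, RIPOR2 (FAM65B in the paper) by 1.11, SORL1 by 0.98, ID2B, a pseudogene of ID2, by 0.92 and SOX2 by 0.89. The strongest fall was that of AMPD1, the AMP deaminase of muscle that is also abundant in plasma cells, with a log2 fold change of -1.80 (standard error 0.08, adjusted p = 0.00183). SLAMF7, the plasma cell surface antigen CS1, changed by -1.36 (standard error 0.05, adjusted p = 0.00171). CD69 changed by -1.31, EGR1 by -1.13, DENND2C by -0.80, TXNDC11 by -0.80, DCLK1 by -0.78, LAX1 by -0.77, POU2AF1 by -0.76 and the amino acid transporter SLC7A5 by -0.76. These 20 genes were taken from those whose 3 UNC1999 arrays all lay on one side of the 3 UNC2400 arrays, as in 10% of genes by chance. A second, dimmer cluster of POU2AF1 differed by -0.02 (adjusted p = 0.878).
The paper sets a p under 0.02 and a change of at least 1.5-fold, and does not say whether p was adjusted. With an unadjusted p, the reading meant by the paper's thresholds here, 197 transcript clusters were called, 140 higher and 57 lower with UNC1999. With the p-value adjusted by Benjamini-Hochberg, 104 clusters were called at the same thresholds, 67 higher and 37 lower. The 114 rows of Table S8 each matched exactly 1 cluster by its log2 fold change within 1e-05, and all 114 were among the 197. All 104 clusters past the adjusted p were among these 114, whose highest adjusted p was 0.0246. The other 83 of the 197 had an adjusted p of 0.0260 or more. A plain unadjusted limit of 0.02 would have listed them too, which argues against that reading of the paper's table. At an adjusted p under 0.05 with no limit on the fold, 925 clusters passed, 480 higher and 445 lower. The number of these clusters was 725 without UNC2400 replicate 1, 397 without UNC1999 replicate 3, 239 without UNC1999 replicate 2, 195 without UNC2400 replicate 2, 110 without UNC1999 replicate 1 and 101 without UNC2400 replicate 3. Of the 77 genes named by the rule for this comparison, 48 no longer passed without UNC2400 replicate 3 and 46 without UNC1999 replicate 1. The number was 36 without UNC2400 replicate 2, 35 without UNC1999 replicate 2, 17 without UNC1999 replicate 3 and 10 without UNC2400 replicate 1. No gene that passed with all arrays changed direction. The arrays of the groups did not overlap in any of the 925 clusters, so leaving out an array could not reverse one.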

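A few genes of each of the pathways fixed for comparison rose in INA-6 treated with UNC1999, 2 of 21 in ID and BMP signaling, 4 of 32 in the MAPK cascade, 2 of 29 in insulin signaling and 4 of 38 in B-cell identity. These lists were shifted up with a preset correlation, and none of them was with an estimated correlation (adjusted p = 0.17, 0.306, 0.320 and 0.338). Some members of these lists had been seen in Table S8 when the lists were drawn up, so they are not fully independent of it. The genes of ID and BMP signaling that rose at an adjusted p under 0.05 were ID3 and ID2, inhibitors of E-protein transcription factors, and none fell (5 up and 1 down when adjusted over the list alone). For this list limma's camera gave an adjusted p of 0.0144 over 28 lists, which was 0.131 with both UNC2400 replicate 1 and UNC1999 replicate 3 left out, a setting chosen after the data were seen. Of 32 genes of the MAPK cascade and its feedback, 4 rose and 1 fell (6 up and 3 down when adjusted over the list alone). MAP3K1 (log2 fold change 0.66) and MAP3K5 (0.60), kinases at the head of the cascade, SPRY1 (0.53), an inhibitor of it, and RPS6KA1 (0.28), a kinase downstream of ERK, rose, and the phosphatase gene DUSP4 (-0.30) fell. For the MAPK list camera gave an adjusted p of 0.0140, which was 0.113 without UNC2400 replicate 1 and 0.365 without both of those arrays. Of 29 genes of insulin signaling, PDE3B (0.67) and IRS1 (0.23) rose and 27 did not pass (6 up and 2 down when adjusted over the list alone). The adjusted p for the insulin list was 0.0296, or 0.218 without UNC2400 replicate 1, 0.222 without UNC1999 replicate 3 and 0.759 without both.
Of 31 pro-apoptotic genes, 2 rose, 1 fell and 28 did not pass (4 up and 1 down when adjusted over the list alone; camera adjusted p = 0.535). BCL2L11, which encodes the BH3-only protein BIM, rose by 0.36 (standard error 0.03, adjusted p = 0.00835) together with MAP3K5, which encodes the apoptosis kinase ASK1, while BNIP3, a HIF1 target, changed by -0.60. Among 13 anti-apoptotic genes, BCL2 rose by 0.35 and the kinase gene PIM2 changed by -0.36 (1 up and 2 down when adjusted over the list alone; median 0.01, mean -0.001, camera adjusted p = 0.722). Of 43 Wnt genes, 4 rose and 2 fell (4 up and 4 down when adjusted over the list alone; camera adjusted p = 0.384). The protein kinase C genes PRKCH (0.81) and PRKCB (0.65), which act in many pathways, the Wnt secretion factor WLS (0.56) and the cyclin gene CCND1 (0.27) rose. The Wnt antagonist FRZB (-0.60) and MYC fell. The median of the Wnt list was -0.02 and its mean 0.03, and camera's direction was up. Of 38 genes of mature B-cell identity, 4 rose and 1 fell (7 up and 2 down when adjusted over the list alone). For this list camera gave an adjusted p of 0.000421, which was 0.338 with an estimated correlation. The genes that rose were LAPTM5, the homing receptor gene CCR7 (0.71), the Fc receptor gene FCGR2B (0.69) and the kinase gene LYN (0.29). BCL6 (-0.28), the germinal center repressor, fell. With UNC2400, LYN was already bright, at 8.58 on the log2 scale, and CCR7 was dim, at 5.26. Among the 33 that did not pass were PAX5 (0.04), EBF1 (-0.02) and MS4A1 (-0.01).
The 56 genes called up at the paper's thresholds were counted in each list, a test chosen after the data were seen. B-cell identity held 3, ID and BMP signaling 2, MAPK 2 and Wnt 2, with Fisher adjusted p-values of 0.00109, 0.00700, 0.0135 and 0.0207. Interferon-stimulated genes held 4 of the 56, chemokines 3 and cholesterol synthesis 2, with Fisher adjusted p-values of 0.000123, 0.000308 and 0.00700. The pro-apoptotic list held 1 of them and the insulin list 1, each at an adjusted p of 0.174. Some list members had been seen in Table S8 when the lists were drawn up, so these p-values are not an independent test.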

Pathway analysis of the upregulated genes revealed that EZH2 inhibition using UNC1999 significantly upregulated transcripts related to apoptosis, Wnt, ID, MAPK, insulin signaling pathways and cellular differentiation (Figure 4B). 

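In INA-6 treated with UNC1999, 16 of 30 ATF4 targets and 15 of 36 genes of secretory transport fell. So did 14 of 34 genes in the glycolysis list, which also holds HIF1 targets. In contrast, 4 of 21 genes of cholesterol synthesis and 2 of 17 of fatty acid synthesis rose. With an estimated correlation, the shift of the ATF4 list passed (adjusted p = 0.0278) and those of the other 4 lists did not (adjusted p from 0.104 to 0.17). Among the ATF4 targets, which serve amino acid synthesis and transport, none rose at an adjusted p under 0.05 (24 down and 1 up when adjusted over the list alone). The median log2 fold change of the list was -0.30. PSAT1, an enzyme of serine synthesis, had a log2 fold change of -0.69 (standard error 0.06, adjusted p = 0.00818), the mitochondrial folate enzyme ALDH1L2 -0.66 and the glutathione-degrading enzyme CHAC1 -0.64. Among genes of glycolysis and HIF1 targets none rose (22 down when adjusted over the list alone), with a median of -0.19. P4HA1 and PLOD1, which hydroxylate collagen, changed by -0.65 and -0.64 and PDK1, a kinase that inhibits pyruvate dehydrogenase, by -0.62. GAPDH differed by -0.13 (adjusted p = 0.0969), or by -0.18 (adjusted p = 0.0432) when the arrays were quantile normalized again.
Among genes of transport into the ER and from ER to Golgi none rose (28 down when adjusted over the list alone). The coat proteins SEC24A and SEC24D changed by -0.76 and -0.66, the cargo receptor LMAN1 by -0.53 and the translocon subunit SEC61B by -0.48. Of cholesterol synthesis none fell (8 up when adjusted over the list alone), and those that rose were SQLE by 0.65, HMGCS1 by 0.60, MSMO1 by 0.40 and ACAT2 by 0.32. Of fatty acid synthesis, ELOVL6 (0.63) and FADS2 (0.54) rose and ME1 (-0.36) fell (9 up and 3 down when adjusted over the list alone). Ribosomal protein genes, listed for comparison, had 24 measured members, none of which passed in limma (1 down when adjusted over the list alone, and 3 down at an unadjusted p under 0.05).
With a preset correlation, camera gave an adjusted p of 4.96e-19 for the ATF4 list, 4.57e-15 for glycolysis, 4.96e-19 for secretory transport, 2.59e-10 for cholesterol synthesis, 0.00212 for fatty acid synthesis and 0.0836 for ribosomal proteins. The shifts other than that of the ATF4 list did not pass with an estimated correlation. The adjusted p was then 0.114 for glycolysis, 0.17 for secretory transport, 0.104 for cholesterol and 0.114 for fatty acid synthesis. For fatty acid synthesis the estimated correlation was -0.000266, under the preset 0.01, yet camera's unadjusted p went from 0.00076 to 0.0222. A lost shift therefore need not come from correlation between genes. For secretory transport and glycolysis the estimated correlation was higher, 0.392 and 0.185. Without both UNC2400 replicate 1 and UNC1999 replicate 3, fatty acid synthesis did not pass (adjusted p = 0.256) and the ribosomal proteins were shifted down (adjusted p = 0.00202), as they were with repeated quantile normalization (adjusted p = 0.00774), without UNC2400 replicate 1 (adjusted p = 0.0115) and without UNC1999 replicate 3 (adjusted p = 0.0207). The setting without both arrays was chosen after the data were seen. Of the 34 genes called down at the paper's thresholds, 4 were in the ATF4 list, 4 in the glycolysis list and 2 in secretory transport. The Fisher adjusted p-values were 1.65e-06, 1.85e-06 and 0.00763, for a count chosen after the data were seen. The 4 of the glycolysis list were BNIP3, P4HA1, PDK1 and PLOD1, none of them an enzyme of glycolysis itself. Some list members had been seen in Table S8 when the lists were drawn up, so these p-values are not an independent test.

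**Figure D1:**
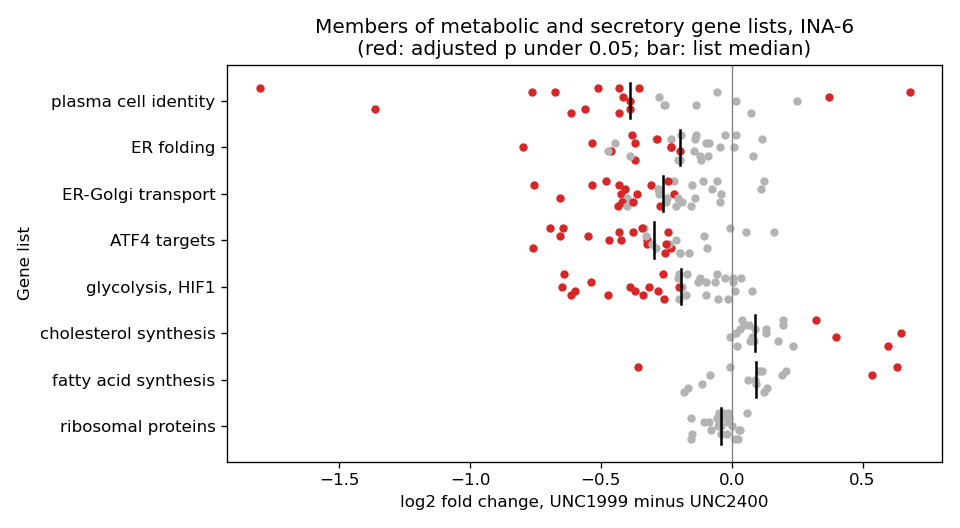
Log2 fold change (UNC1999 minus UNC2400, 3 arrays each) of each measured member of 8 gene lists in INA-6. Each point is a gene, red where the adjusted p is under 0.05, and the black bar is the median of the list. The ATF4, glycolysis and transport lists lie mostly left of 0, with medians of -0.30, -0.19 and -0.26, and cholesterol synthesis right of it, with a median of 0.09.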

The downregulated genes were mainly involved in metabolic activity. Of particular importance is that the inhibition of EZH2 downregulated genes, such as JUNB, CD69 and XBP1, which are known to have oncogenic properties in MM [37–42] (Table S8). 

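JUNB, a subunit of AP-1, fell from 8.95 ± 0.07 to 8.32 ± 0.12 on the log2 scale (SD, n = 3 arrays each), and XBP1, the transcription factor of the secretory program of plasma cells, from 10.14 ± 0.04 to 9.46 ± 0.16. Of 23 measured genes of plasma cell identity, 13 fell and 2 rose (17 down and 3 up when adjusted over the list alone). Besides AMPD1, SLAMF7, POU2AF1 and XBP1, these included IRF4 (log2 fold change -0.42, adjusted p = 0.0170), the factor on which MM cells depend, SDC1 (-0.39), which encodes CD138, and MZB1 (-0.56). The genes that rose were GPRC5D (0.68) and CD38 (0.37). CD38 lay near the low end of the array's range, at 5.05 with UNC2400 and 5.42 with UNC1999 on the log2 scale. Of 32 genes of ER folding and the unfolded protein response, 10 fell and none rose (23 down when adjusted over the list alone), among them EDEM1 (-0.53), DERL1 (-0.46) and SPCS1 (-0.38). Among 29 immediate-early genes, JUNB, EGR1, CD69 and MYC (-0.35) fell and KLF6 (0.55) rose (5 down and 2 up when adjusted over the list alone), while the AP-1 genes JUN and FOS differed by 0.02 and 0.03 (adjusted p = 0.941 and 0.891). The camera adjusted p was 2.79e-10 for plasma cell identity, 2.84e-13 for ER folding and 0.00676 for immediate-early genes. With an estimated correlation, the adjusted p was 0.104, 0.152 and 0.446 for these lists.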

The changes in gene expression upon UNC1999 treatment were verified for selected genes by RT-qPCR (Figure 4C and 4D and Figure S6B) and bioinformatics analysis (Figure S6A).

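On the arrays, all 10 genes tested by RT-qPCR in INA-6 moved the way the paper reports, with the 3 UNC1999 arrays on one side of the 3 UNC2400 arrays in each. The paper selected these genes among the transcripts changed on these same arrays, so their direction here is not an independent check. ID3 had a log2 fold change of 1.16 (standard error 0.10, adjusted p = 0.00818), a 2.23-fold rise. SOX2, a pluripotency factor, rose 1.85-fold (adjusted p = 0.00910), ID2 1.71-fold (adjusted p = 0.00757), FCGR2B 1.62-fold (adjusted p = 0.00465), MAP3K1 1.58-fold (adjusted p = 0.0243) and the receptor kinase gene KIT 1.55-fold (adjusted p = 0.00396). KIT had the lowest signal of them, 5.05 ± 0.01 with UNC2400 and 5.68 ± 0.06 with UNC1999 (SD, n = 3 arrays each), near the low end of the array's range. In UNC1999-treated cells, CD69 had 0.403 times the level of the control (adjusted p = 0.00757), EGR1 0.458 times (adjusted p = 0.00764), XBP1 0.626 times (adjusted p = 0.0208) and JUNB 0.646 times (adjusted p = 0.0173). As the arrays of the groups did not overlap in these genes, leaving out a single array could not reverse a direction. Without UNC2400 replicate 3, the adjusted p was over 0.05 for 4 of the 6 genes that rose (SOX2, MAP3K1, ID2 and ID3) and for all 4 that fell, up to 0.108. Without UNC2400 replicate 2, JUNB, XBP1, SOX2, MAP3K1 and ID3 did not pass, and without UNC1999 replicate 1, JUNB, XBP1, SOX2, MAP3K1 and ID2 did not. Without UNC1999 replicate 2, XBP1 and MAP3K1 did not pass. Without UNC2400 replicate 1, MAP3K1 did not (adjusted p = 0.0593).

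**Figure D2:**
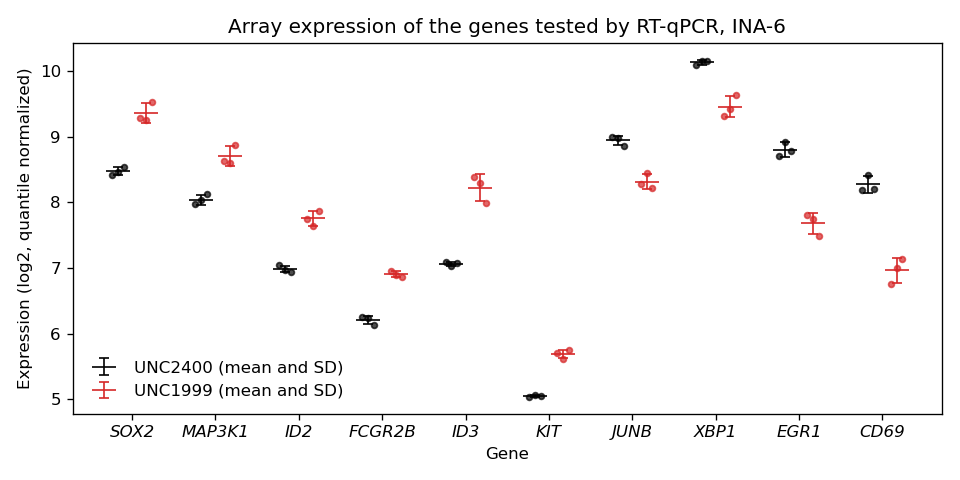
Array expression (log2, quantile normalized) of the 10 genes tested by RT-qPCR in INA-6 treated with UNC2400 (black) or UNC1999 (red). Points are the 3 arrays of each group, dashes the mean and bars the SD. CD69 lies at 8.28 with UNC2400 and 6.97 with UNC1999, and ID3 at 7.07 and 8.23.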

In addition, the upregulated gene signature upon UNC1999 treatment was compared to the unique bivalent and H3K27me3 targets common among the MM patients included in this study. Notably, overlap was only observed among the bivalent genes (p <0.001) (Figure S5A). 

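The overlap with bivalent targets consisted of 4 genes that rose in INA-6 treated with UNC1999: RIPOR2 (FAM65B in the paper), SORL1, SOX2 and ID2. RIPOR2 rose 2.16-fold, from 5.38 ± 0.03 to 6.49 ± 0.09 on the log2 scale, and SORL1, a sorting receptor, 1.98-fold, from 6.54 ± 0.06 to 7.53 ± 0.12 (SD, n = 3 arrays each). These were 4 of the 56 genes called up at the paper's thresholds, where 0.577 would be expected by chance from the 231 of the 259 MM-unique bivalent targets measured among 22411 genes (odds ratio 7.50, Fisher's exact test, two-sided, p = 0.00266). With the 50 genes named by symbol in the 72 upregulated rows of Table S8, the overlap was the same 4 genes (Fisher's exact test, p = 0.00175). Of the 342 measured MM-unique H3K27me3 targets, 0 were among the genes called up, where 0.855 would be expected (Fisher's exact test, p = 1.00). The paper removed the bivalent genes of each patient from this list, so they could not be counted in it. SOX2 was also 1 of the 1076 measured H3K27me3 targets common to the patients. It was the only one of these called up, where 2.69 would be expected (Fisher's exact test, p = 0.524). At an adjusted p under 0.05 from limma with no limit on the fold, 7 bivalent targets rose and DUSP4 and RUNX2 (-0.34) fell. The 7 were the 4 named above with SERPINE2 (log2 fold change 0.53), SATB1 (0.34) and PODXL (0.28). SATB1 was dim, at 5.10 with UNC2400. At the same limit, 5 of the common H3K27me3 targets rose and 1 fell. Of the MM-unique ones, SYN3 (0.46) rose and none fell, while 4 were higher and 5 lower at an unadjusted p under 0.05. Most targets of both kinds did not pass the test, 222 of the bivalent and 341 of the H3K27me3 targets (12 up and 4 down, and 1 up and 0 down, when adjusted over each list alone). The bivalent list as a whole had a median log2 fold change of -0.02 and a mean of 0.003 (camera across genes, p = 0.993, where an exact permutation of the arrays gave a shift as strong in 10 of 10 splits). Without UNC2400 replicate 1 it was shifted up (camera, p = 0.0456; no exact test was run without that array). For the H3K27me3 list, with a median of -0.04, camera gave a downward shift (p = 0.00330), and an exact permutation of the arrays gave one as strong in 7 of 10 splits. This shift did not pass with an estimated correlation, without UNC2400 replicate 1 or without UNC1999 replicate 3, where camera's p was 0.70, 0.802 and 0.393. The paper states that inhibiting EZH2 with UNC1999 reactivated genes of apoptosis, ID signaling and cellular differentiation.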

To examine the chromatin state of the overlapping genes in the INA-6 cell line, we performed ChIP-qPCR analysis. We found EZH2 recruitment at all loci of interest as well as comparable enrichment for both H3K27me3 and H3K4me3 for ID2, FAM65B and SORL1, whereas a higher enrichment for H3K4me3 than for H3K27me3 was observed at SOX2 (Figure S5B).

## DISCUSSION

Development of targeted therapy for multiple myeloma (MM) has been hampered by the complex biology and extensive heterogeneity of the disease [2, 4–7, 43, 44]. Using integrative genomics, we have previously identified Polycomb gene targeting as a common denominator of underexpressed genes in the malignant plasma cell [15]. In the current study, we show for the first time the genome-wide enrichment of H3K27me3 and H3K4me3 in freshly isolated CD138+ cells from newly-diagnosed MM patients. We observed a strong correlation between the H3K27me3 mark and loss of transcriptional activity, whereas H3K4me3 was associated with highly transcriptionally active genes. Overall, the bivalent genes appeared to be transcriptionally silent; however, some transcriptional activity was evident when compared to the H3K27me3-enriched genes. Consistent with this, the bivalent genes clustered together with the H3K27me3 genes when performing hierarchical clustering based on gene ontology (GO) analysis of biological processes. Further supporting this notion, the GO analysis revealed that the myeloma H3K27me3 and bivalent genes were enriched within *development*, *differentiation*, *morphogenesis* and *metabolism* categories (data not shown). This classification is in line with the nature of Polycomb targets and their function in development and differentiation [17].

To distinguish between developmental regulators targeted by Polycomb during normal plasma cell differentiation and those aberrantly silenced in MM, we filtered out H3K27me3-enriched regions in normal bone marrow plasma cells derived from age-matched healthy donors. To examine the Polycomb target genes unique to MM, the gene lists of H3K27me3-only and bivalent targets were analyzed using Oncomine and found to significantly overlap with previously-defined Polycomb targets in human embryonic fibroblasts [27] and in human embryonic stem cells [28]. Notably, such findings have previously been used to define a stem cell-like phenotype in poorly differentiated cancers and have been linked to tumor aggressiveness [45, 46]. In contrast, the malignant cell of MM represents a post-germinal center, isotype-switched, terminally differentiated long-lived plasma cell [3], which makes this connection to stem cell-like features intriguing and suggests that gene silencing may be an important process during tumor development by possibly preserving proliferation over differentiation. Interestingly, an aberrant epigenetic program persisting through the normal cell differentiation process was implicated in tumor initiation when hematopoietic progenitors were proposed to be cells of origin in MM [47]. At what stage during B cell differentiation the MM-associated Polycomb gene targeting and silencing is established and if this is required for transformation remains to be elucidated.

Upon further analysis using Oncomine, a significant correlation with gene expression data from large MM cohorts was identified. H3K27me3-only targets were significantly enriched among genes underexpressed in MM plasma cells when compared to MGUS and normal bone marrow plasma cells [29, 48, 49]. Notably, the MM H3K27me3-enriched genes significantly overlapped with underexpressed genes in the more aggressive MM ISS stage III [50] as compared with stage I and II [29]. Importantly, we also found that H3K27me3 targets in MM define a set of genes underexpressed in patients with a poor survival as defined by two independent studies [30, 31]. This correlation warrants further investigation on how Polycomb gene targeting associates with the molecular classification of MM [30] and the possibility that aberrant Polycomb targeting may be present among several high-risk molecular subgroups.

Interestingly, we found an increased number of bivalent genes in MM when compared with normal plasma cells, with a small number of overlapping genes. This is reminiscent of recent findings in germinal center derived B-cell lymphoma reporting a disease-specific increase of bivalent domains [51]. When the common MM-bivalent genes were analyzed in the Oncomine database we found that they were enriched among the underexpressed genes in MM cell lines as compared with other cancer cell lines. Furthermore, the MM-bivalent genes were enriched among genes previously found to be reactivated upon knockdown of Polycomb proteins. Notably, when we defined upregulated genes in MM upon pharmacological inhibition of EZH2 and compared those to the common-among-patients H3K27me3-only and bivalent genes, an overlap was only identified between the upregulated genes and the bivalent genes. Upon closer inspection of these genes, we found EZH2 recruitment and comparable levels of H3K27me3 and H3K4me3 at 3/4 genes, which is indicative of bivalency. Taken together, this suggests that bivalent domains play an important role in MM, are poised for expression upon external and internal stimuli and could be amenable to pharmacological manipulation.

It is well established that the PRC2 methyltransferase EZH2 functions as an oncogene in several cancers [20, 21]. EZH2 pathologic activation due to gain-of-function mutations and the associated increase in H3K27me3 at target genes have been clearly demonstrated to be essential for the development of germinal center derived B-cell lymphomas [51–54]. EZH2 inhibition using small molecule inhibitors shows potent anti-tumor effects and has minimal toxic effects *in vivo* [33, 35, 51]. In MM, EZH2 overexpression has previously been reported by us and others [15, 22, 49], whereas recurrent mutations have not been reported. In the current study, we explored whether EZH2 inhibition using the selective inhibitors UNC1999 [33] and GSK343 [34] had anti-myeloma effects. Both inhibitors suppressed the growth of a panel of MM cell lines in a dose- and time-dependent manner by induction of apoptosis, but not through cell cycle arrest. In addition, UNC1999 inhibited colony formation by the INA-6 and RPMI-8226 cell lines. Interestingly, the MM cell line INA-6 was sensitive to EZH2 inhibition in a dose range previously demonstrated for the DLBCL cell line Karpas-422, which harbors a gain-of-function mutation in EZH2. However, all MM cell lines in this study had a wild type EZH2 SET domain. Similarly, Beguelin *et al.* found that sensitivity to EZH2 inhibition was determined by dependence on EZH2 and the germinal center origin of the tumor rather than EZH2 mutational status [51]. Furthermore, the MM cell lines included in this study were representative of the major chromosomal translocations detected in MM patients, and responsiveness to EZH2 inhibition was not found to correlate to any of the genetic abnormalities present in the cell lines. Most importantly, the majority (9/12) of CD138+ myeloma cells derived from MM patients responded to UNC1999 treatment, at a concentration range similar to that used in MM cell lines. Considering this, and the fact that UNC1999, as well as other novel EZH2 inhibitors, are available for use *in vivo* [35, 55], it remains to be evaluated if EZH2 will constitute a novel druggable target with potent anti-myeloma effect in relevant murine models of MM.

We observed a global decrease in the levels of H3K27 methylation marks, accompanied by an increase in H3K27 acetylation as a result of treatment with UNC1999 and GSK343. Other histone marks such as H3K4me3, H3K36me2 and H3K9me2 remained unaltered, indicating the target specificity of both inhibitors in MM. EZH2 inhibition using UNC1999 also reactivated the expression of genes in pathways relevant to cancer such as apoptosis, ID signaling and cellular differentiation. Resistance to apoptosis has been linked to disease pathogenesis and resistance to treatment in MM [56, 57]. 

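In INA-6 treated with UNC1999, ID2 rose from 6.98 ± 0.05 to 7.76 ± 0.12 on the log2 scale (SD, n = 3 arrays each), and ID1 had a log2 fold change of 0.52 (standard error 0.12, adjusted p = 0.123) and ID4 of -0.07 (standard error 0.04, adjusted p = 0.651). The pseudogene ID2B is a near-copy of ID2 whose probes may share its signal, and the arrays do not separate their transcripts with certainty.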

The inhibitor of DNA binding 2 (ID2) was significantly upregulated in the INA-6 cell line upon treatment with UNC1999. ID2 is an important mediator of both plasma cell differentiation [58] and induction of apoptosis [59] and the ID signaling pathway has previously been reported to be deregulated in cancer [60, 61]. Moreover, we found the FcγRIIb (FCGR2B) transcript among the significantly upregulated genes. 

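FCGR2B encodes the inhibitory Fc receptor of B-lineage cells. Its signal rose from 6.21 ± 0.07 to 6.90 ± 0.05 on the log2 scale in INA-6 treated with UNC1999 (SD, n = 3 arrays each). FCGR2C had a log2 fold change of 0.73 (standard error 0.03, adjusted p = 0.00171) and FCGR2A of 0.38 (standard error 0.03, adjusted p = 0.00757). FCGR2B and FCGR2C are highly similar in sequence, so their probes may share signal.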

Notably, murine plasma cells that lack FcγRIIb expression are resistant to apoptosis [62].

EZH2 inhibition by UNC1999 decreased the expression of several oncogenes, which have been demonstrated to be involved in MM, most notably JUNB, CD69 and XBP1. JUNB has been recently shown to promote MM cell growth, survival and drug resistance [37]. CD69 is a B cell activation cell surface marker, which is suppressed by BLIMP-1 during normal plasma cell differentiation [38]. However, CD69 is more expressed in MM and MGUS than in normal samples [39] and is suggested to be a potential clinical marker in MM [40]. XBP1 is critical in coordinating normal plasma cell differentiation and survival by regulating the unfolded protein response [41] and is reported to drive MM pathogenesis in mice [42].

In conclusion, we present the first genome-wide enrichment analysis of the Polycomb chromatin mark H3K27me3 associated with gene silencing, as opposed to the activating H3K4me3 mark in MM. We identified that genes enriched for H3K27me3 in MM significantly overlap with underexpressed genes in MM ISS stage III and in MM patients with poor survival. We provide evidence that EZH2 inhibition suppresses viability and colony formation in MM cell lines, reduces survival of primary MM cells and leads to the activation of apoptosis. Collectively, these data suggest that EZH2, the enzymatic subunit of PRC2, is a potential therapeutic target in MM.

## MATERIALS AND METHODS

### Primary cells

Heparinized bone marrow samples were obtained from newly-diagnosed MM patients in accordance with the Declaration of Helsinki and approved by the local ethics committees of Uppsala and Stockholm (Dnr 2004:M-332 and 2010/1478-32) (Tables S1 and S2). Healthy bone marrow samples were obtained from patients undergoing selective hip replacement surgery at Karolinska University Hospital. The study was approved by the regional ethical committee (2012/517-32), and all patients gave informed consent. Subjects were considered hematologically healthy if peripheral blood counts were normal, with no signs of inflammation and no history of use of any drugs known to affect hematopoiesis. During surgery, 5-15 mL bone marrow was removed and placed in RPMI media containing 1% glutamax and 16.7 IU/mL heparin.

Mononuclear cells were separated by Ficoll-Paque™ PLUS density sedimentation (Amersham Biosciences, Little Chalfont, UK) and subjected to CD138 immunomagnetic purification by Whole Blood Column Kit (MACS, Miltenyi Biotec, Paris, France) according to the manufacturer's protocols. Subsequently, the purity of the CD138-enriched fraction was evaluated by May-Grünwald-Giemsa staining and samples with purity above 85% for MM, and above 80% for healthy controls were included in the study (Tables S1 and S2).

### Cell culture

All MM authenticated cell lines [63] and primary cells were maintained in RPMI-1640 AQmediaTM (Sigma) supplemented with 10% FBS (Sigma), 1% GlutaMax™-I (Gibco) and antibiotics (penicillin 100 U/mL and streptomycin 50 mg/mL; Sigma) at 37°C in a humidified 5% CO2 in-air atmosphere. For experiments, exponentially growing cells were seeded at 100 000 cells/mL unless otherwise stated. Cells were incubated overnight before addition of reagents. Medium and reagents were refreshed at day 3. Primary cells were maintained at 1 × 10^6^ cells/mL in the presence of IL-6.

### Cell viability assay

MM cell lines were treated with a range of concentrations of UNC1999 (or GSK343) or with DMSO for 6 days, while primary cells were treated with 4 μM UNC1999 or UNC2400 for 72h. On the day of analysis, cells were seeded in triplicate wells in 96-well flat-bottom plates for cell lines and U-bottom plates for patient samples. Cell viability was assessed using Resazurin assay using AlamarBlue (Sigma-Aldrich) as previously described [15]. Only samples where the control treatment reached fluorescence levels of at least 5 × the background for cell lines and at least 2 × the background for patient samples were included in the analysis.

### Apoptosis assay

Cells were cultured for 72 hours in the absence (DMSO control) or presence of EZH2 inhibitor (2 μM UNC1999 or GSK343). Apoptosis was quantified by Annexin V (AV)-fluorescein isothocyanate (FITC) and PI staining using TACS Annexin V-FITC Apoptosis Kit (R&D Systems, Gaithersburg, MD, USA). Samples were treated according to manufacturer's recommendations and analyzed by flow cytometry (FACScan), presenting apoptotic cells as Annexin V-positive/PI-negative cells and necrotic cells as Annexin V-positive/PI-positive cells.

### Colony forming cell assay

A hematopoietic colony-forming cell assay was performed using the CytoSelect 96-well Hematopoietic Colony Forming Cell Assay kit according to the manufacturer's protocol (Cell Biolabs). Briefly, 100 000 - 500 000 cells/mL were plated in CytoSelect methylcellulose medium in 96-well culture plates in the presence of 2 μM UNC1999 or UNC2400. At 7 days, colonies were quantified using a fluorescence plate reader (485/520 nm filter set) using Wallac VICTOR Multilabel Counter (Wallac, Turku, Finland).

### Protein extraction and western blot

Cells were seeded, treated with DMSO, UNC2400 or a range of concentrations of UNC1999 and harvested at the indicated time-points. For global analysis of chromatin modifications by western blot, histone proteins were extracted using the Episeeker histone extraction kit (abcam, Ab113476) following the manufacturer's procedure. For caspases activation analysis, cells were collected by centrifugation at 1500 *rpm* for 5 minutes, washed with ice-cold PBS and lysed in buffer containing 1% NP40, 0.1 M Tris-HCl, 0.15 M NaCl, 5 mM EDTA and protease inhibitors 1 mM ZnCl2, 50 mM Na2MoO4, 10 mM NaF, 0.1 mM NaVO3, 1 mM PMSF, 1 mM DTT, 1× complete EDTA-free protease inhibitor (Roche, Mannheim, Germany). Cell lysates were collected by centrifugation at 12 000 rpm for 10 minutes. Proteins were fractionated on NuPAGE^®^ Novex^®^ Bis-Tris gels (Invitrogen, Carlsbad, CA) and transferred onto a nitrocellulose membrane using the iBlot^®^ system (Invitrogen). The membrane was blocked in 5% non-fat dry milk in TBS (10 mM Tris-HCl, pH 7.7, 150 mM NaCl) with 0.1% Tween 20 (TTBS) at room temperature for 1 hour, incubated with the indicated primary antibodies overnight at 4°C, washed in TTBS and incubated for 1 hour at room temperature with the corresponding secondary HRP-conjugated antibodies (Amersham Biosciences) in 5% non-fat dry milk in TTBS. Antibodies used are listed in Table S3.

### RNA extraction, RNA array, cDNA synthesis and quantitative real time qRT-PCR

RNA extraction for RNA-seq was done from 1 × 10^6^ CD138-selected cells from patient number 3 using the RNeasy Mini Kit (Qiagen) according to the manufacturer's protocol. Similarly, for the INA-6 cell line microarray the RNA was extracted from the cells using RNASpin mini (GE Healthcare) after 72h of treatment with 2 μM UNC1999. The labeling of the RNA for microarray and hybridization were done according the Affymetrix manufacturer's protocol (Affymetrix). The data was analyzed using GeneSpring 13 software using quantile normalization and ExonRMA 16 was used for summarization. The differentially regulated genes were obtained using moderated t-test with the p < 0.02 and fold change 1.5. cDNA preparations were done using Invitrogen kit as per the manufacturer's protocol. For qPCR TaqMan^®^ (Invitrogen) and SYBR^®^ Green (Invitrogen) chemistry was used according the manufacturers’ protocols (Table S4).

### Chromatin immunoprecipitation

ChIP was performed on either freshly isolated CD138-selected cells or on the exponentially growing INA-6 cell line by using a modified version of the OneDay ChIP kit (Diagenode, Liège, Belgium) as previously described [15]. Chromatin was sonicated (30 sec ON/30 sec OFF) at ultrasonic wave output power 320 W in Bioruptor^®^ (Diagenode, Liège, Belgium) until DNA fragments accumulated within 200 to 500 bp size. The immunoprecipitation was performed using 10 μg of chromatin per 1 μg antibody. A list of the antibodies used in this study is found in supplementary data (Table S3). DNA was purified using phenol/chloroform precipitation when samples were submitted for ChIP sequencing and by following the OneDay ChIP kit manufacturer's protocol.

### Sequencing, library preparation and reads alignment

SOLiD™ (Life Technologies) platform was used for sequencing, the library preparation was done according to SOLiD™ protocol for both ChIP-seq and RNA-seq libraries and raw reads were obtained in color space. ChIP-seq reads were aligned using BioScope (Life technologies, CA) while input and RNA-seq reads were aligned using LifeScope (Life Technologies, CA). The reads (Table S9) were mapped uniquely to the reference human genome library hg19. All data have been submitted to the Gene Expression Omnibus (GEO) repository under the accession GSE53215.

### Peak calling

MACS1.4.1 software [64] with parameters, band width 300 (default), mappable genome size 2.70e+09, p-value cutoff 1.00e-05 (default) was used for peak calling. Three criteria were used to call the peaks; first calling the peaks in the patients the bam file for H3K27me3 was used as a test and H3K4me3 file of the same patient as control and vice-versa. Second, an input bam file from one of the patients was used as a control for calling patient H3K27me3 and H3K4me3 peaks and overlapping peaks from these were designated as bivalent. Third, for calling the patients unique peaks for H3K27me3 and H3K4me3 the patients’ bam files were used as test and normal plasma cell bam files of H3K27me3 and H3K4me3 as control. Normal plasma cell bivalent genes were defined by using normal plasma cell input in the similar manner described for the patient bivalent. Peaks were annotated around the transcriptional start site (TSS) using PeakAnalyzer software [65]. The annotation file used was Homo_sapiens.GRCh37.58.gtf.gz. Genes were enriched for H3K27me3 if a peak was detected up to 2.5 kb upstream of the TSS, through the whole gene body and up to 2.5 kb beyond the 3′ end of the gene; genes were enriched for H3K4me3 if a peak was up to 2.5 kb up and downstream of the TSS; and for bivalent peaks 5 kb up and downstream of the TSS. The bivalent genes were generated by intersecting the overlapping regions in the peak bed files, created by the second criteria as mentioned above, using the BEDTools software [66].

### Annotations

Functional annotation was performed using GOStats software (Beissbarth and Speed 2004). For each patient the genes carrying the unique H3K27me3 or H3K4me3 chromatin mark were selected based on the criteria described above, then bivalent genes of each patient were removed and the file was annotated for biological functions. Hierarchical clustering was done using R on the P-values obtained by GOStats functional annotation. Footprints of the histone marks surrounding the peaks were created using the SICTIN software and custom R-scripts (Enroth, Andersson et al. 2010).

### Statistical analysis

Student t-test, Wilcoxon test, chi-square test and moderated t-test were calculated using R and GraphPad Prism.

## SUPPLEMENTARY DATA FIGURES AND TABLES

# Supplementary material for: Genome-wide profiling of histone H3 lysine 27 and lysine 4 trimethylation in multiple myeloma reveals the importance of Polycomb gene targeting and highlights EZH2 as a potential therapeutic target
**Source:** Oncotarget. 2016 Jan 7;7(6):6809–23. doi: 10.18632/oncotarget.6843
**Supplement:** Supplementary file 1

SUPPLEMENTARY DATA

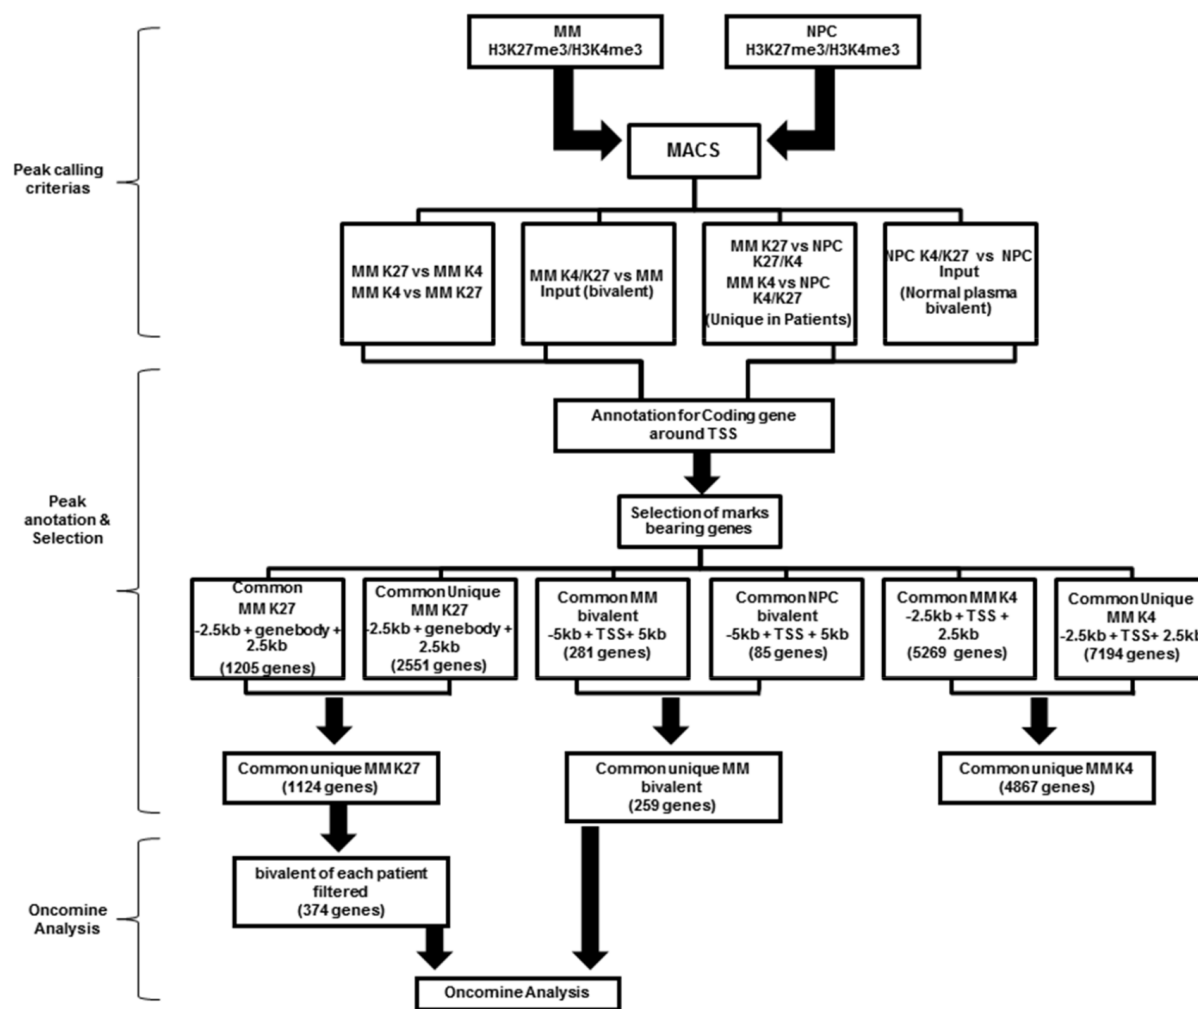

Supplementary Figure S1: ChIP-seq work flow in this paper.

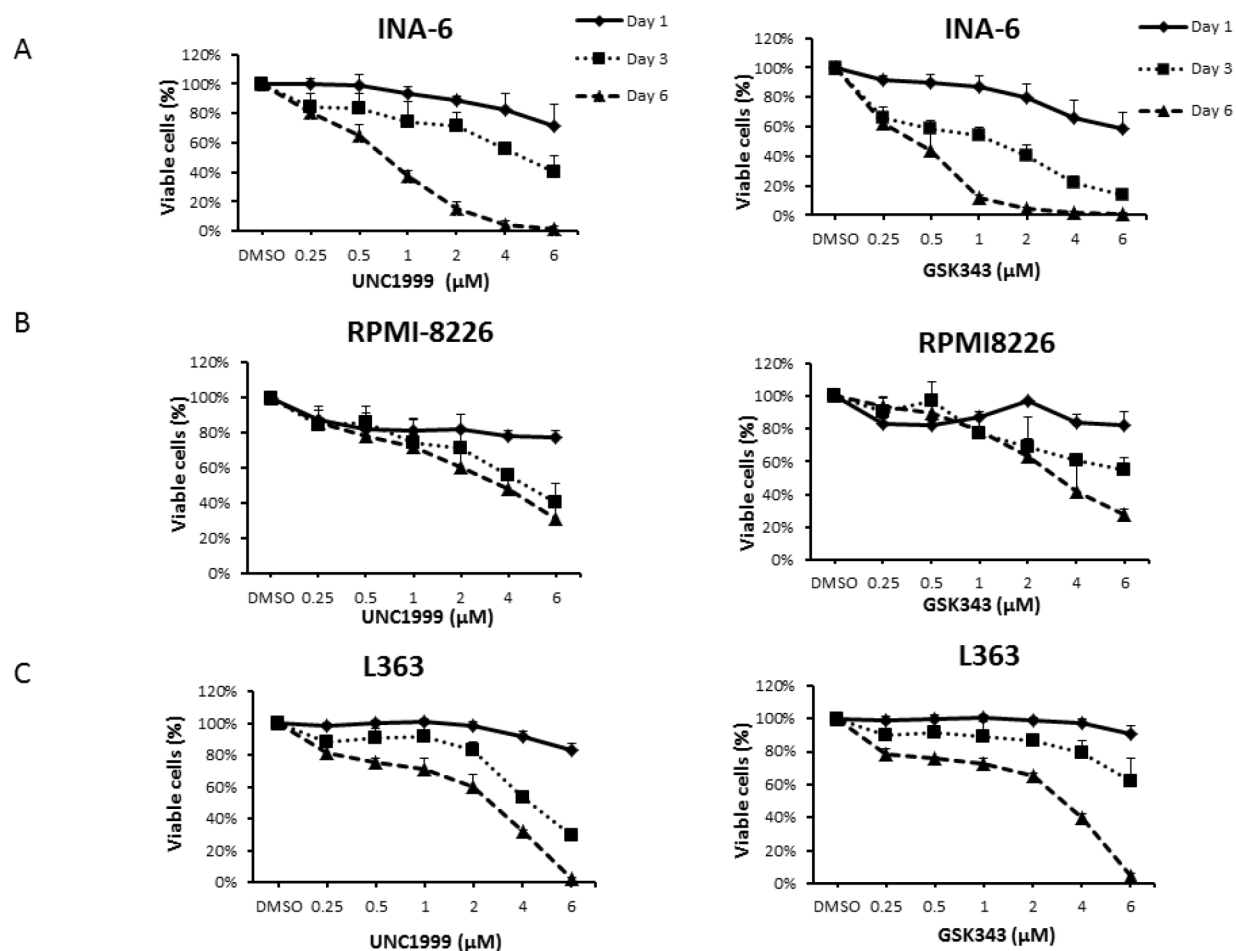

Supplementary Figure S2: Pharmacological inhibition of EZH2 suppresses the growth of MM cell lines in a dose- and time-dependent manner. EZH2 inhibition using UNC1999 (left) and GSK343 (right) reduced the growth of the MM cell lines; INA-6 A. RPMI-8226 B. and L363 C. in a concentration and time dependent manner. DMSO was used as control treatment and cell viability was measured using AlamarBlue assay at days 1, 3 and 6 posttreatment. Error bars represent the standard deviation of three independent experiments.

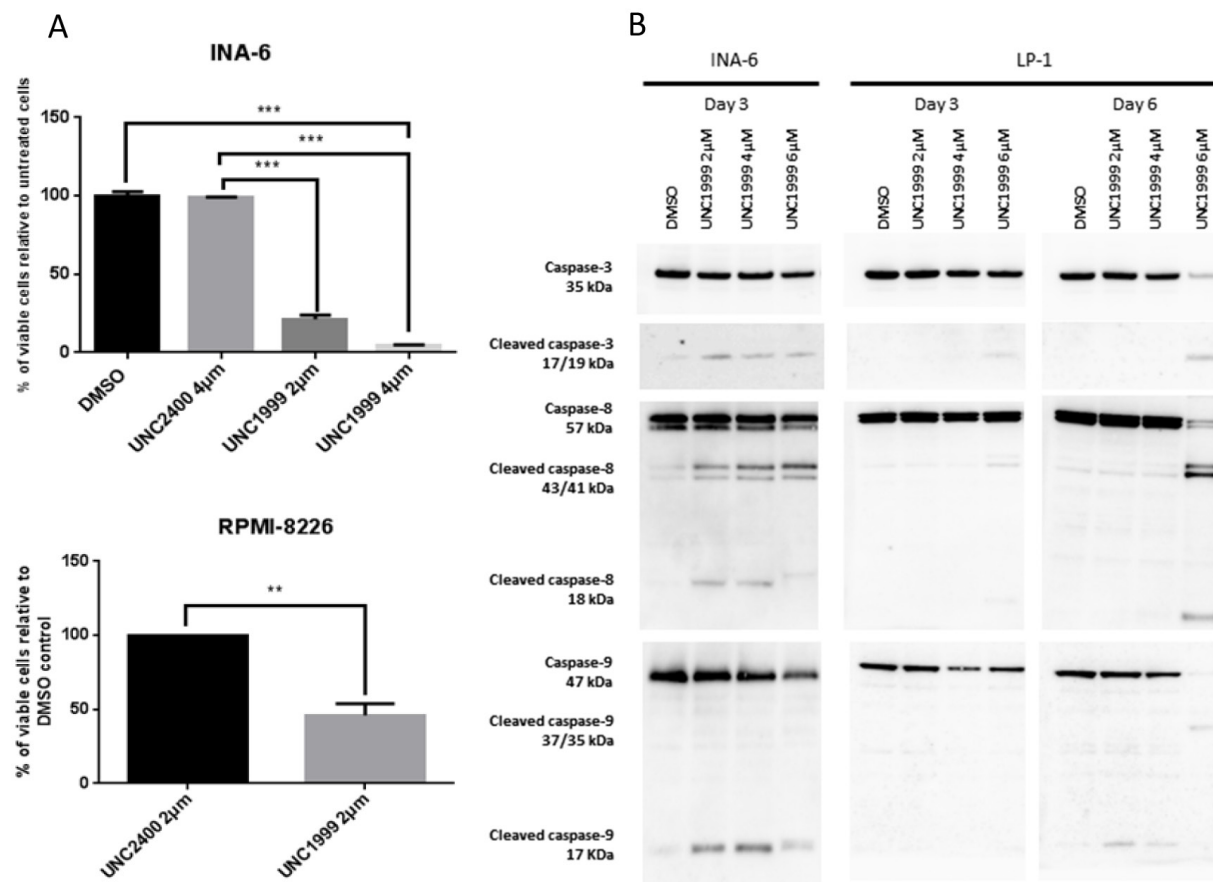

Supplementary Figure S3: UNC1999 induces apoptosis in MM cell lines. **A.** The inactive chemical analogue UNC2400 did not affect the viability of the MM cell lines, INA-6 and RPMI-8226. Cell viability was analyzed using AlamarBlue assay 6 days posttreatment. **B.** UNC1999 induced apoptosis in the MM cell lines, INA-6 and LP-1 as evidenced by the accumulation of cleaved caspases. The error bars represent the standard deviation of three independent biological experiments and the western blot is a representative of three independent experiments. P-values were calculated using the two-tailed student t-test, p: **<0.01; ***<0.001.

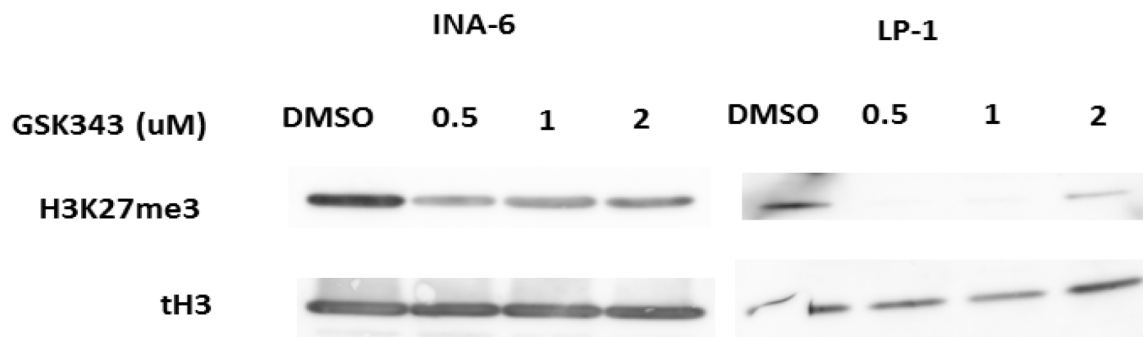

Supplementary Figure S4: GSK343 downregulates the global levels of H3K27me3 mark in MM cell lines. Cells were treated with GSK343 for 72 hours.

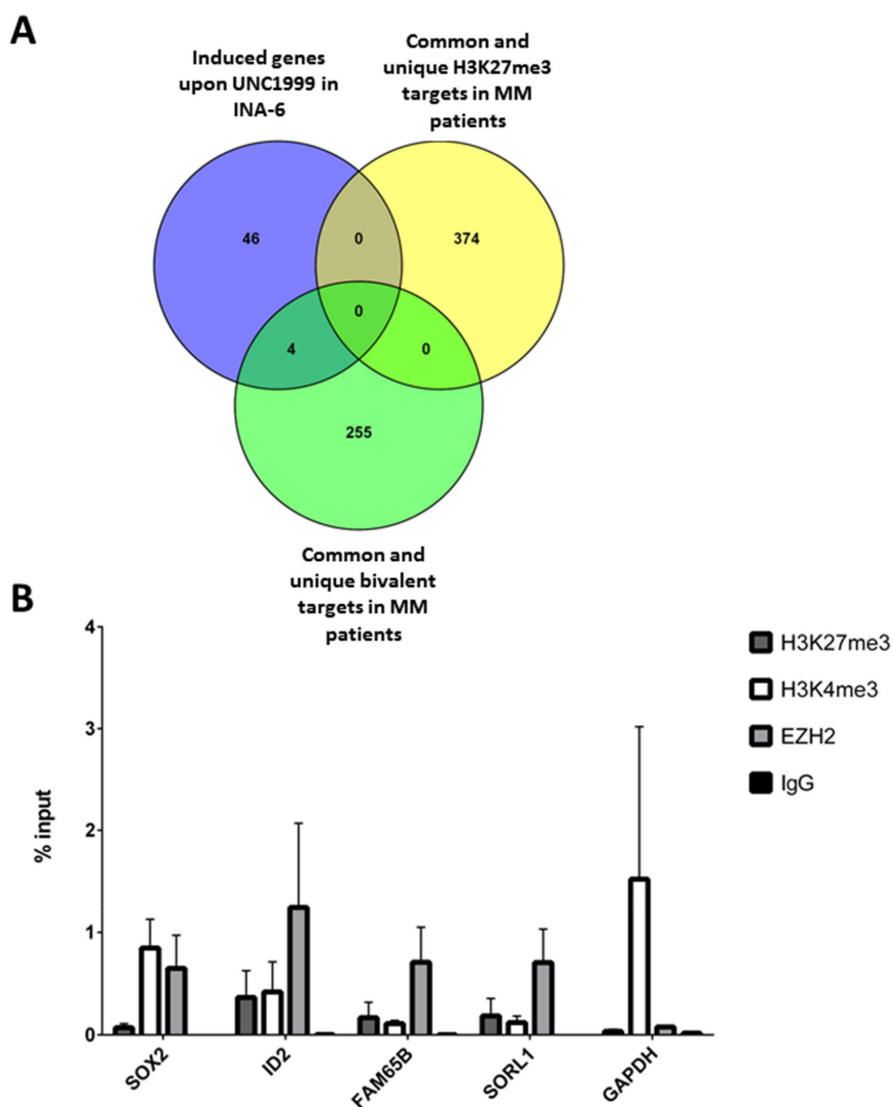

Supplementary Figure S5: UNC1999 reactivates the expression of bivalent genes in MM patients. **A.** An overlap between the UNC1999-mediated upregulated genes in INA-6 and the MM patients unique H3K27me3 and bivalent genes ($p < 0.001$). Intersection was generated by using Venny 2.0.2 (Oliveros 2007-2015). **B.** ChIP-qPCR validation of bivalency for the MM reactivated genes in INA-6. ChIP analysis was carried out on native INA-6 cell line to study the enrichment of H3K4me3, H3K27me3 and EZH2 at the promoter regions of the reactivated genes. GAPDH gene is shown as a control for active genes to discriminate between bivalency and transcriptionally active genes. Error bars represent the standard deviation of the three independent biological experiments.

A

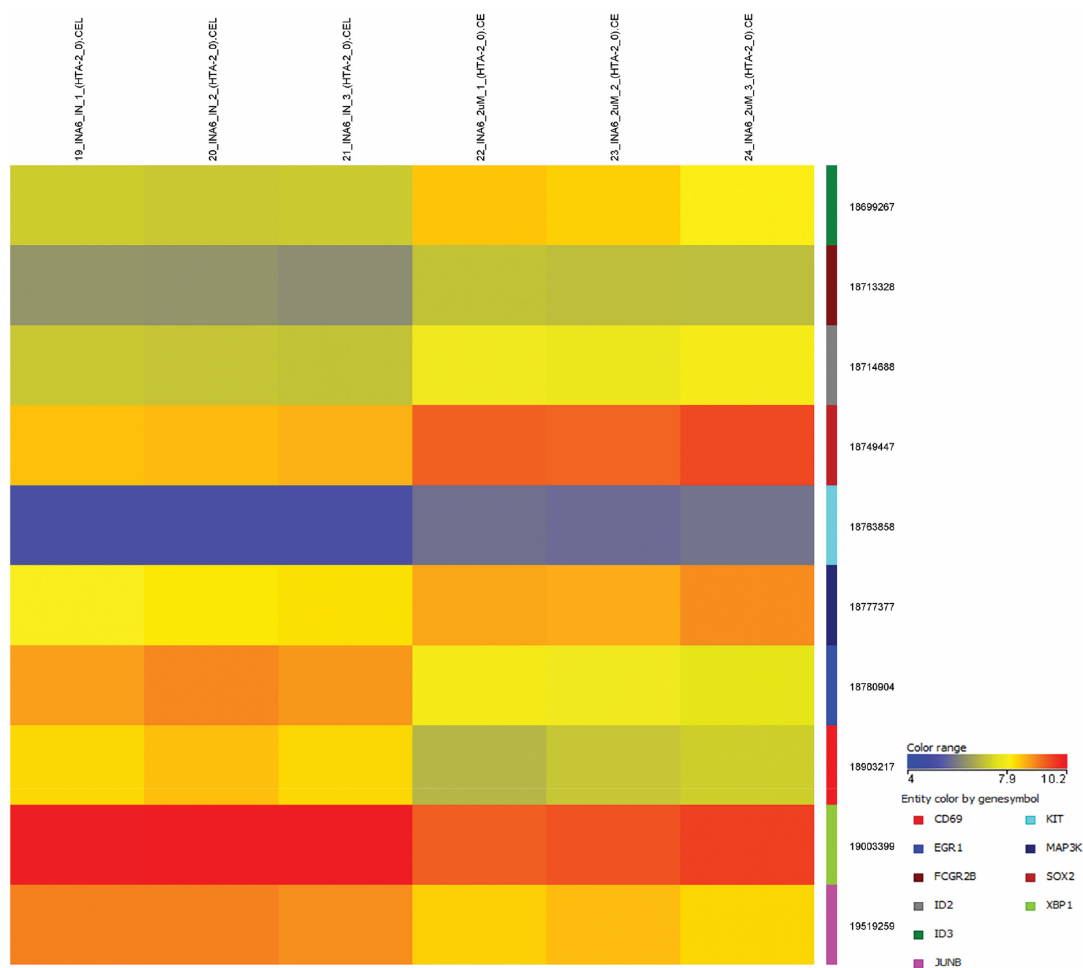

B

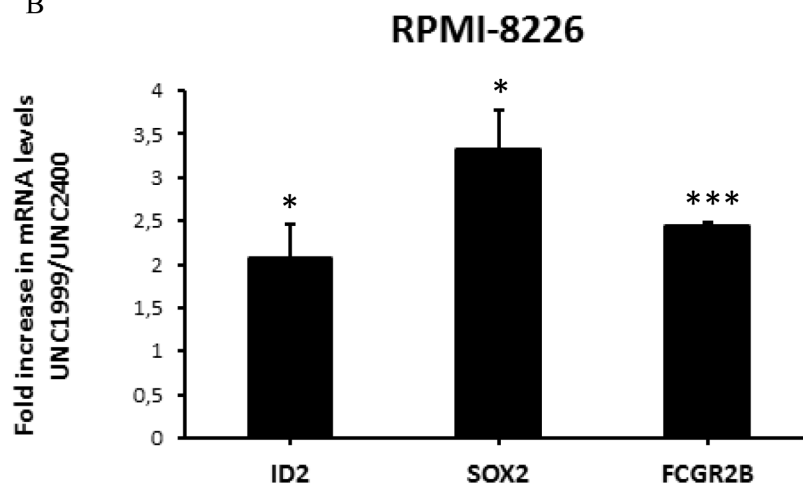

Supplementary Figure S6: A. Heatmap of differentially regulated genes by treatment of UNC1999 as compared to UNC2400 in INA-6. **B.** RT-qPCR confirmation of upregulation of apoptotic genes at 72 hours posttreatment with 2 μ M UNC1999 in RPMI-8226 cell line. Error bars represent the standard deviation of three independent biological experiments. P-values were calculated using the two-tailed student t-test, p: * <0.05 , *** <0.001 .

Supplementary Table S1: Disease status (2003) of patients from which plasma cells were isolated and used for ChIP-seq and cell purity after CD138⁺ selection

ISS: international staging system for multiple myeloma (Greipp, San Miguel et al. 2005)

Supplementary Table S2: Disease status (2003) of patients from which plasma cells were isolated and used for cell viability screen and cell purity after CD138⁺ selection

ISS: international staging system for multiple myeloma (Greipp, San Miguel et al. 2005). MGUS: monoclonal gammopathy of undetermined significance

Supplementary Table S3: A list of antibodies used in this study

Supplementary Table S4: Primers used for qPCR

Supplementary Table S5: List of the common H3K27me3, bivalent and H3K4me3 targets in MM patients

See Supplementary File S5

Supplementary Table S6: The number of peaks and genes for each patient, and their contribution percent to the common list of peaks and genes used for further analysis

Genes were annotated based on the proximity of TSS selection criteria

Supplementary Table S7: List of the unique H3K7me3 and bivalent targets in MM patients that used in Oncomine search

See Supplementary File S7

Supplementary Table S8: List of significantly UNC1999 regulated genes

See Supplementary File S8

Supplementary Table S9: List of sequencing reads

See Supplementary File S9

REFERENCES

1. (2003). "Criteria for the classification of monoclonal gammopathies, multiple myeloma and related disorders: a report of the International Myeloma Working Group." *Br J Haematol* 121: 749-757.
2. Greipp, P. R., J. San Miguel, et al. (2005). "International staging system for multiple myeloma." *J Clin Oncol* 23: 3412-3420.
3. Oliveros, J. C. (2007-2015). Venny. An interactive tool for comparing lists with Venn's diagrams.

How the deposited data were processed for this re-analysis (not part of the article)

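Gene expression was measured on Affymetrix HTA 2.0 arrays in INA-6 cells, 3 biological replicates treated with 2 μM UNC1999 and 3 with 2 μM of the inactive analog UNC2400, for 72 hours. The authors summarized the probes to 67539 transcript clusters with ExonRMA 16 and quantile normalized the arrays in GeneSpring 13. The deposited values are on a log2 scale, which was checked against Table S8: the difference of the group means, UNC1999 minus UNC2400, equalled its log fold change for all 114 rows within 1e-05, so scale and direction are settled. The values are not centred per gene. The genome build of the probe mapping is not given in the sources used here, and no coordinates are reported.

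Symbols came from the platform annotation and were updated through gene identifiers or synonyms of the GRCh38.p14 RefSeq gene table, which changed 306 of them. In all, 23781 clusters had 1 symbol, 1543 several and 42215 none, and 23777 of the single symbols were found in the RefSeq table. Genes of Tables S5 and S7 were matched in the same way: 1076 of 1205 and 251 of 281 common H3K27me3 and bivalent targets, and 342 of 374 and 231 of 259 MM-unique ones, were measured. For gene lists and bins, a gene was represented by its cluster with the highest mean over the 6 arrays.

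Each cluster was tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, no trend, not robust, two-sided) for UNC1999 against UNC2400, with no block, and adjusted by Benjamini-Hochberg over all clusters. The methods name a moderated t-test at p under 0.02 and a 1.5-fold change and do not say whether p was adjusted; the unadjusted p was used for those thresholds. Of the clusters, 8092 had an unadjusted p under 0.05. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over 28 lists, with fry beside it. Overlaps and bins were tested with Fisher's exact test, two-sided, against all 22411 genes. With 3 arrays against 3, an exact permutation test of a single gene cannot go below 0.10, so p-values rest on limma's pooled variance. The scripts were tested on simulated data with 200 changed clusters.

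Genes are named by a rule: those the paper names for the UNC1999 signature, 4 PRC2 genes, the 10 largest rises and 10 largest falls past an adjusted p of 0.05 with all arrays on one side, and up to 4 changed members of each list. ID1, ID4, FCGR2A, FCGR2C, JUN, FOS, MYC, IRF4, SDC1, MZB1, CD38, and the bivalent and H3K27me3 targets SERPINE2, SATB1, PODXL, RUNX2 and SYN3, together with RPS6KA1, CCND1 and BCL6, were chosen after their values were seen. Values of the genes in Table S8 had been seen in that table before. The lists, thresholds and most alternatives were set before the data were examined, though some members of the lists had been seen in Table S8. The alternatives were a replicate block, repeated quantile normalization, median centring, a variance trend, a filter on dim clusters at the median of 5.39, an ordinary t-test, a fold threshold of 1.2, other calls, lists and backgrounds, and leaving out each array. The patient RNA-seq and ChIP-seq were not analysed here. Y-linked genes and XIST were left out of the tables of genes.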

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

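The paper's text gives no array result for 10 gene lists, as groups, that were shifted with UNC1999 by camera with a preset correlation. It does speak of metabolic activity in general, of JUNB and CD69 among the immediate-early genes, of the unfolded protein response as a role of XBP1, and of cell cycle arrest, which it states was not observed. Lower were secretory transport (adjusted p = 4.96e-19), ATF4 targets (4.96e-19), glycolysis and HIF1 targets (4.57e-15), ER folding (2.84e-13) and immediate-early genes (0.00676). Higher were interferon-stimulated genes (4.19e-12), cholesterol synthesis (2.59e-10), cell cycle genes (8.96e-07), fatty acid synthesis (0.00212) and chemokines (0.0325). With an estimated correlation only the ATF4 list kept an adjusted p under 0.05, at 0.0278. Some list members had been seen in Table S8 when the lists were drawn up, so the lists are not fully independent of it.

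The lower signal of the plasma cell, ER folding, secretory transport, ATF4 and glycolysis lists was weighed against technical explanations. The setting with both outlying arrays left out was chosen after the data were seen. Over the 154 measured members, the median log2 fold change was -0.25. If UNC2400 replicate 1, the array that stands apart, had caused it, the median should shrink without that array; it was -0.254 without it and -0.28 without UNC1999 replicate 3 as well. If it came from a trend with expression level, random lists matched on expression bin should fall as far; of 10000 such lists a share of 0.0001, the smallest they can give, had a median as low, and their central 95% ran from -0.04 to 0.002. Both results argue against these explanations as the whole cause. The paper reports more apoptosis in INA-6 at this dose and time, against DMSO, and the arrays do not separate dying from living cells. Whether treatment lowers the secretory program itself, slows some other process on which it depends, or differs between cultures in ways the labels do not give stays open, so a biological reading is a hypothesis.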

How the results depend on the processing

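A change of direction was counted where a result passed its threshold with all arrays or in the setting tried. The settings with both outlying arrays left out, near-identical clusters counted once, and protein-coding genes only were chosen after the data were seen. For the 925 clusters at an adjusted p under 0.05 (480 up, 445 down), the counts were 158 (84 up, 74 down) with the replicate block, 58 (25 and 33) with the ordinary t-test, 50 (32 and 18) with a 1.2-fold threshold in treat, and, without UNC2400 replicate 1 and UNC1999 replicate 3 together, 810 (318 up, 492 down). Leaving out single arrays gave 101 to 725 clusters, 63 to 360 up and 38 to 365 down, and the cause was not tested. At the paper's thresholds, the 197 clusters (140 up, 57 down) became 104 (67 and 37) with the adjusted p and 90 (56 and 34) for clusters with a gene symbol, and stayed within 1.5 times under the others. Deviations of same-numbered arrays correlated at 0.12, -0.24 and 0.27, and 3 of 6 arrays correlated best with their own number. With 3 arrays per group, these values show no clear pairing by replicate number and cannot exclude it. The bivalent overlap kept p under 0.05 in every setting (0.00175 to 0.0343), and the H3K27me3 overlap stayed above it (0.143 to 1.00). The camera p of the bivalent shift ran from 0.0456, upward, without UNC2400 replicate 1, to 0.708 on leaving out an array. That of the H3K27me3 shift was 0.70 with an estimated correlation, 0.393 without UNC1999 replicate 3, and ran from 1.88e-05 to 0.802, upward, without UNC2400 replicate 1, on leaving out an array. The cause of these changes was not tested.

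Of 28 gene lists, 15 passed with the preset correlation and 1 with an estimated one, where the adjusted p was 0.17 for ID and BMP, 0.306 for MAPK, 0.320 for insulin, 0.338 for B-cell identity, 0.104 for plasma cell identity, 0.152 for ER folding, 0.17 for secretory transport, 0.104 for cholesterol synthesis, 0.114 for fatty acid synthesis, 0.114 for glycolysis, 0.104 for interferon, 0.526 for chemokines, 0.446 for immediate-early genes and 0.306 for cell cycle. Repeated quantile normalization gave 0.0536 for insulin and 0.00774, downward, for ribosomal proteins. With both outlying arrays left out, ID and BMP gave 0.131, MAPK 0.365, insulin 0.759, fatty acid synthesis 0.256, immediate-early genes 0.131 and ribosomal proteins 0.00202. On leaving out an array, MAPK ran from 0.00330 to 0.113, insulin from 0.00740 to 0.222, chemokines from 0.0133 to 0.127 and ribosomal proteins from 0.0115 to 0.361. The bins stayed on their side of the threshold in all settings. Of 77 named genes, none that passed changed direction. Every called cluster had fully separated groups, so leaving out an array could not reverse one. EED, which did not pass, was -0.04 without UNC2400 replicate 1. The block cost 34 genes their call, and leaving out an array 10 to 48. No background values were used, so genes near the low end of the range have only limited room to show a fall. The 3 arrays against 3 make 10 splits, too few for a share under 0.05. The real split gave 925 clusters at an adjusted p under 0.05 against at most 0 in the other splits, 197 at the paper's thresholds against at most 48, and 15 lists against at most 12; 1 split, the real one, was as large for each. For the shift tests, 10 splits reached the bivalent value and 7 the H3K27me3 value, as -log10 p 0.00299 and 2.48 against at most 6.22 and 14.7.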

Differences from the paper's values

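The paper reports 114 changed transcripts, and 197 clusters passed its thresholds here with an unadjusted p. Table S8 leaves out 83 of these, so an unadjusted p is probably not what the paper used. Of the alternatives set before the data were examined, the count was within 1.5 times of the paper's with the Benjamini-Hochberg adjusted p (104), for clusters with a gene symbol only (90), with the ordinary t-test (164) and without UNC1999 replicate 3 (171). It was not with the replicate block, repeated quantile normalization, median centring, a variance trend, the filter on dim clusters or any other array left out. The paper's number of upregulated transcripts is 72, against 140 here; it was within 1.5 times with the adjusted p (67), for clusters with a gene symbol (56) and without UNC2400 replicate 1 (104), and not under the others. All 104 clusters past the adjusted p were among the 114 rows of Table S8, so that setting drops 10 of them; the highest adjusted p of a row was 0.0246.

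The paper associates the genes of the lowest expression bin pair with H3K27me3. On the UNC2400 arrays alone, 2.51% of the H3K27me3 targets lay in the lowest of 10 bins and 3.49% when only protein-coding genes were binned, a setting chosen after the values were seen, against 10% of all genes; the highest bin held 0.465%. The paper describes the bivalent targets as not depleted at either end, while 3.59% and 2.79% of them lay in the lowest and highest bins here, and 5.26% in the lowest with protein-coding genes only. The bin pairs of the paper also use patient RNA-seq, so the measures differ. Its text names UNC2400 as the treatment of these INA-6 cells while the legend of Figure 4 names DMSO. Lists of other cell types had median signals close to that of the H3K27me3 targets, so the array bins do not decide whether these targets were silent. For the bivalent overlap, the paper gives a p-value smaller than the 0.00266 found here with Fisher's exact test. With the 50 genes named by symbol in the 72 upregulated rows of Table S8, Fisher's exact test gave 0.00175. The paper's text does not name its test or background. The paper finds pathway enrichment for apoptosis and Wnt among upregulated genes, and for the lists used here camera gave an adjusted p of 0.535 for pro-apoptotic and 0.384 for Wnt genes, while ID, MAPK and insulin passed. With an estimated correlation, these 3 did not pass either (adjusted p = 0.17, 0.306 and 0.320), nor did they without both UNC2400 replicate 1 and UNC1999 replicate 3, a setting chosen after the data were seen (0.131, 0.365 and 0.759). Among the genes called up, Fisher's test, chosen after the data were seen, called Wnt (adjusted p = 0.0207) and not the pro-apoptotic list (0.174). The Wnt call rests on 2 genes, PRKCB and PRKCH, which are both in Table S8. Some list members had been seen in that table when the lists were drawn up. This count is therefore not an independent check of the paper's pathways.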

Other observations

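Of 44 measured interferon-stimulated genes, 11 rose in UNC1999-treated INA-6 and none fell at an adjusted p under 0.05 (23 up and 3 down when adjusted over the list alone), led by IFI6 (log2 fold change 0.84, standard error 0.05), GBP4 (0.61), SP100 (0.60) and DTX3L (0.59), with an adjusted p of 0.104 with an estimated correlation. Of 22 chemokines and receptors, CCL2, CCL3 (0.68) and CCR7 rose and none fell (4 up and 1 down when adjusted over the list alone), while the list median was -0.001 and its mean 0.15 (adjusted p = 0.526 with an estimated correlation). Of 37 cell cycle genes, CENPF (0.60) rose and none fell (11 up and 4 down when adjusted over the list alone; adjusted p = 0.306 with an estimated correlation). Among 17 CDK inhibitors and p53 targets, PLK2 rose, and MDM2 and GADD45A changed by -0.36 and -0.36 (2 up and 3 down when adjusted over the list alone; median -0.04, mean 0.03, camera adjusted p = 0.722). Of 21 genes of the IL-6 and STAT3 pathway, on which INA-6 depends, SOCS3 (-0.39) and JUNB fell and none rose (4 up and 5 down when adjusted over the list alone; camera adjusted p = 0.701).

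The lists of PRC2 (13 measured), PRC1 (13), HOX (25), myeloid (19), T and NK (20), stromal (18) and erythroid (6) genes held no gene past an adjusted p of 0.05 from limma (1 up among PRC2 and none in the others when adjusted over each list alone), with camera adjusted p-values of 0.172, 0.535, 0.819, 0.515, 0.773, 0.895 and 0.389. At an unadjusted p under 0.05, 2 genes were higher among PRC2, 1 lower among PRC1, 1 higher among HOX, 2 higher and 1 lower among T and NK, 1 higher among stromal and 0 among myeloid and erythroid genes. SUZ12 differed by 0.18 (adjusted p = 0.359) and EED by 0.02 (adjusted p = 0.928).

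The tests of both kinds of target against matched random lists, and those of the clusters outside Table S8, were chosen after the counts they bear on were seen. Of the measured MM-unique H3K27me3 targets, 1 was called up at an adjusted p under 0.05, and random lists matched on expression bin gave 0 to 7 (mean 3.51). No count can lie under that range, so this does not decide whether low signal keeps them from being called. The median of their mean signals with UNC2400 was 5.66, within the fourth of the 10 bins of genes. The 4 bivalent targets called up at the paper's thresholds lay above the 0 to 2 of matched lists (mean 0.512), which argues against expression level as the whole explanation of that overlap.

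Near-identical clusters were first defined on mean-centred values, which joined unrelated clusters, and the definition was changed to raw log2 values after that was seen. The called clusters outside Table S8 may be copies of multi-copy families. They should then have a partner with log2 values within 0.05 on every array; 36 of the 83 did, or 43.4%, and the 83 made 51 when such clusters were counted once, while all 197 made 165. Of the 14 with a gene symbol, among them CENPF, DTX3L, DENND2C, CHAC1 and P4HA1, a share of 0% had one, which argues against such copies as the whole explanation. Of the 69 without a gene symbol, 36 had one, or 52.2%. All 83 lay above the table in adjusted p: 0 of them had a value at or under 0.0246, the highest in the table, the lowest among them was 0.0260 and the lowest among those with a partner 0.0561. The excess is consistent with a lower p limit in the table, a hypothesis found on these same values. Such a limit would leave out all 83, those with a partner included.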
